# Hyperglycolysis in endothelial cells drives endothelial injury and microvascular alterations in peritoneal dialysis

**DOI:** 10.1002/ctm2.1498

**Published:** 2023-11-30

**Authors:** Zekun Si, Wenyan Su, Zhuoyu Zhou, Jinjin Li, Cailing Su, Ying Zhang, Zuoyu Hu, Zhijie Huang, Hong Zhou, Ansheng Cong, Zhanmei Zhou, Wei Cao

**Keywords:** 6‐phosphofructo‐2‐kinase/fructose‐2,6‐biphosphatase 3, glycolysis, microvascular alterations, peritoneal dialysis, peritoneal endothelial cells

## Abstract

**Background:**

Endothelial cell (EC) dysfunction leading to microvascular alterations is a hallmark of technique failure in peritoneal dialysis (PD). However, the mechanisms underlying EC dysfunction in PD are poorly defined.

**Methods:**

We combined RNA sequencing with metabolite set analysis to characterize the metabolic profile of peritoneal ECs from a mouse model of PD. This was combined with EC‐selective blockade of glycolysis by genetic or pharmacological inhibition of 6‐phosphofructo‐2‐kinase/fructose‐2,6‐biphosphatase 3 (PFKFB3) in vivo and in vitro. We also investigated the association between peritoneal EC glycolysis and microvascular alterations in human peritoneal samples from patients with end‐stage kidney disease (ESKD).

**Results:**

In a mouse model of PD, peritoneal ECs had a hyperglycolytic metabolism that shunts intermediates into nucleotide synthesis. Hyperglycolytic mouse peritoneal ECs displayed a unique active phenotype with increased proliferation, permeability and inflammation. The active phenotype of mouse peritoneal ECs can be recapitulated in human umbilical venous ECs and primary human peritoneal ECs by vascular endothelial growth factor that was released from high glucose‐treated mesothelial cells. Importantly, reduction of peritoneal EC glycolysis, via endothelial deficiency of the glycolytic activator PFKFB3, inhibited PD fluid‐induced increases in peritoneal capillary density, vascular permeability and monocyte extravasation, thereby protecting the peritoneum from the development of structural and functional damages. Mechanistically, endothelial PFKFB3 deficiency induced the protective effects in part by inhibiting cell proliferation, VE‐cadherin endocytosis and monocyte‐adhesion molecule expression. Pharmacological PFKFB3 blockade induced a similar therapeutic benefit in this PD model. Human peritoneal tissue from patients with ESKD also demonstrated evidence of increased EC PFKFB3 expression associated with microvascular alterations and peritoneal dysfunction.

**Conclusions:**

These findings reveal a critical role of glycolysis in ECs in mediating the deterioration of peritoneal function and suggest that strategies targeting glycolysis in peritoneal ECs may be of therapeutic benefit for patients undergoing PD.

## 1 BACKGROUND

Peritoneal dialysis (PD) is a home‐based kidney replacement therapy option for approximately 4 million patients with end‐stage kidney disease (ESKD).^1^, ^2^ It offers a cost‐effective dialysis treatment with greater individual freedom and better preservation of residual kidney function as compared to haemodialysis.^3^, ^4^ However, PD treatment of ESKD is associated with a gradual loss of efficacy.^5^ Extended exposure of the peritoneum to glucose‐based PD fluids induces progressive mesothelial cell loss, submesothelial fibrosis and microvascular alterations, culminating in ultrafiltration failure.^6^ Microvascular alterations in PD, as defined by increases in microvessel density, vascular permeability and monocyte transendothelial migration, presumably result from endothelial cell (EC) proliferation, inflammation or injury.^7^, ^8^, ^9^, ^10^ However, the underlying mechanisms of EC dysfunction in PD are poorly defined.

ECs, which line the inner vascular wall, act as the primary barrier for solute transport across the vessel wall, and play an essential role in regulating angiogenesis, vascular integrity and monocyte extravasation.^5^, ^10^, ^11^, ^12^ Not unexpectedly, microvascular alterations in PD accelerate solute transfer,^13^, ^14^ facilitate peritoneal inflammation with fibrotic consequences,^15^ and thus contribute to loss of PD efficacy. Despite decades of intense research, less is known about the cues that induce EC dysfunction in PD.^7^ Current vascular normalization strategies focus mainly on targeting angiogenic growth factors, including the vascular endothelial growth factor (VEGF).^16^, ^17^ But blockade of one growth factor would lead to compensatory upregulation of others, which could stimulate vascular changes again.^18^ Thus, the need for a new regulatory system for EC dysfunction during PD has been recognized.

ECs possess unique metabolic properties.^19^ They rely on glycolysis to generate more than 85% of their ATP, even in healthy, quiescent vasculature with abundant oxygen availability.^20^, ^21^ ECs also have heterogeneous phenotypes in different tissues^22^ and are highly plastic, responding differently to changes in the local microenvironment.^18^, ^23^ In limb disorders and tumours, ECs upregulate glycolysis or glycolytic side pathways to fuel local angiogenesis.^24^, ^25^, ^26^ Increased glycolysis under these conditions is mediated by 6‐phosphofructo‐2‐kinase/fructose‐2,6‐biphosphatase 3 (PFKFB3), which generates fructose‐2,6‐bisphosphate to activate the rate‐limiting glycolytic enzyme phosphofructokinase.^20^ However, in the context of PD, it remains unclear if peritoneal ECs possess an altered metabolism, and if targeting the reprogrammed metabolism in ECs provides therapeutic benefit.

Here, we first characterized the metabolic profile of peritoneal ECs in the condition of PD. We then examined the role of glycolysis in peritoneal ECs during peritoneal dysfunction, and investigated if targeting EC glycolysis affects peritoneal vessels and improves peritoneal function in PD. We addressed these issues using in vivo mouse models, in vitro cell models, and human peritoneal tissue samples.

## 2 MATERIALS AND METHODS

Detailed methods used in this study are provided in Supporting Information. All the images selected for publication in each sample represent the sample mean.

### 2.1 Experimental PD model

Animal procedures were approved by the Institutional Animal Ethics Committee (NFYY‐2022‐0227). The floxed *Pfkfb3* (*Pfkfb3* ^flox/flox^) mice and *Cdh5‐Cre* transgenic mice on a C57BL/6J background were obtained from Cyagen Bioscience. Normal C57BL/6J mice were obtained from our Institutional Animal Experiment Center. Male mice aged 8–10 weeks (20–24 g) were used.

The mouse PD model was induced by intraperitoneally injecting normal mice with 4.25% Dianeal PD fluid (containing 4.25% glucose; Baxter Healthcare; at 100 mL/kg bodyweight) daily for 6 weeks.^27^, ^28^, ^29^ Sham‐operated mice received daily intraperitoneal injection of saline for 6 weeks (saline mice). The PD model was validated by the detection of progressive peritoneal fibrosis and impaired peritoneal function (as indicated by a reduced ultrafiltration volume and increased solute transport rate) during the 6‐week observation period (Figure 1A–E and Figure S1A–C).

**FIGURE 1:**
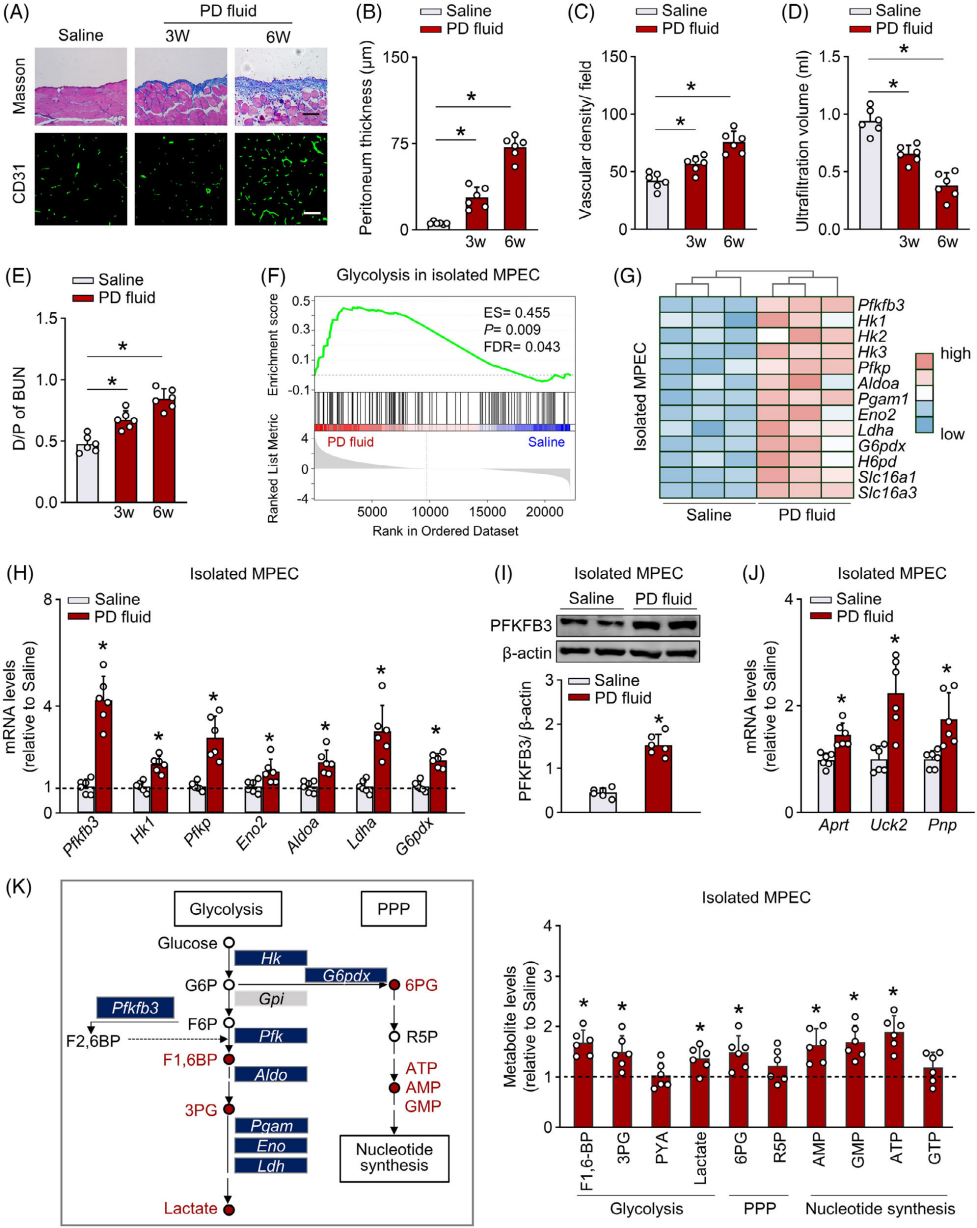
Peritoneal endothelial cells (ECs) are hyperglycolytic in experimental peritoneal dialysis (PD) model. The experimental PD model was induced by daily intraperitoneal injection of 4.25% PD fluid into mice for 3–6 weeks (PD fluid group). Sham‐operated mice received daily intraperitoneal injection of saline for 3–6 weeks (saline group). (A) Peritoneal fibrosis presented by Masson's trichrome staining (Masson; scale bar: 100 μm), and the density of peritoneal microvessels presented by immunofluorescence staining for CD31 (green) in the mesentery (scale bar: 50 μm). (B) The quantitative data of peritoneal thickness detected by Masson staining in A. One‐way ANOVA followed by Bonferroni test; *p < .05. (C) The quantitative data of vascular density in A. One‐way ANOVA followed by Bonferroni test. (D and E) The peritoneal ultrafiltration volume (D) and peritoneal permeability of blood urea nitrogen (D/P of BUN) (E) examined by modified peritoneal equilibration test. One‐way ANOVA followed by Bonferroni test. (F) Mouse peritoneal ECs (MPECs) were isolated from the mesentery of PD fluid and saline mice. Gene set enrichment analysis (GSEA) plots demonstrated enrichment score (ES) for glycolysis pathway in RNA sequencing data of isolated MPECs. FDR, false discovery rate. (G) Heatmap analysis showing transcript levels of glycolysis‐related genes in RNA sequencing data of isolated MPECs. (H) mRNA levels of genes involved in glycolysis and pentose phosphate pathways (PPP) in isolated MPECs. *t*‐test, *p < .05 versus saline group. (I) PFKFB3 protein level in isolated MPECs. *t*‐test, *p < .05 versus saline group. (J) mRNA levels of genes involved in nucleic acid synthesis pathway in isolated MPECs. *t*‐test, *p < .05 versus saline group. (K) Metabolite analysis in isolated MPECs. *t*‐test, *p < .05 versus saline group. Error bars, mean ± SD (*n* = 6 mice in each group). Hk1, hexokinase 1; Pfkfb3, 6‐phosphofructo‐2‐kinase/fructose‐2,6‐biphosphatase 3; Pfkp, phosphofructokinase platelet; Eno2, enolase 2; Aldoa, aldolase A, fructose‐bisphosphate; Ldha, lactate dehydrogenase A; G6pdx, glucose‐6‐phosphate dehydrogenase X‐linked; Aprt, adenine phosphoribosyl transferase; Uck2, uridine‐cytidine kinase 2; Pnp, purine‐nucleoside phosphorylase; F1,6‐BP, 1.6‐fructose diphosphate; 3PG, 3‐phosphoglyceric acid; PYA, pyruvic acid; 6PG, 6‐phosphogluconic acid; R5P, 5‐phosphoribose.

For pharmacological inhibition of PFKFB3‐driven glycolysis, PD mice received injection of 25 mg/kg PFKFB3‐blocker 3‐(3‐pyridinyl)‐1‐(4‐pyridinyl)‐2‐propen‐1‐one (3PO)^25^ or DMSO (intraperitonealy, all from Sigma‐Aldrich), three times per week starting from Day 1 or after 3 weeks of PD fluid administration. The efficiency of PFKFB3 inhibition by 3PO was confirmed by reduced generation of F2,6‐P2 in peritoneal ECs isolated from 3PO‐treaed mice (Figure S6B).

### 2.2 Generation of endothelial‐specific *Pfkfb3* knockout mice

To obtain endothelial‐specific *Pfkfb3*‐knockout (*Pfkfb3* ^ΔEC^) mice, *Pfkfb*3^flox/flox^ (*Pfkfb3* ^WT^) mice were intercrossed with *Cdh5‐Cre* transgenic mice, an EC‐selective Cre‐driver line (all from Cyagen Bioscience).^23^, ^30^, ^31^ Consistent with previous studies,^23^, ^30^, ^31^ *Pfkfb3* ^ΔEC^ mice were healthy and fertile. And there was no significant difference in baseline bodyweight (*Pfkfb3* ^WT^ vs. *Pfkfb3* ^ΔEC^ mice: 22.2 ± 1.1 vs. 20.8 ± 2.6) and peritoneal microvessel density (Figure 4C) between *Pfkfb3* ^WT^ and *Pfkfb3* ^ΔEC^ mice.

### 2.3 Cell isolation and culture

Mouse peritoneal ECs and mesothelial cells were isolated from mouse mesentery as described in Supporting Information Methods. The identity of the mesentery is confirmed by the detection of UPK3B expression (a marker of mesothelial cells) using immunostaining and immunoblot analysis (Figure S1D,E). Primary human parietal peritoneal endothelial cells (HPECs, human) were purchased from Procell, and human umbilical vein endothelial cells (HUVECs, human) and mesothelial cells (Met‐5A, human) were purchased from American Type Culture Collection. These cells were cultured and used for experiments as described in Supporting Information Methods.

### 2.4 Human peritoneal samples

Studies using human peritoneal samples (the omentum) were approved by Ethics Committee in the Second Affiliated Hospital of Guangzhou Medical University and conducted in accordance with the Declaration of Helsinki (2021‐hs‐61). Omentum tissue from ESKD patients on PD was collected during PD catheter removal due to ultrafiltration failure (*n* = 3 patients). Omentum tissue from age‐ and serum creatinine‐matched ESKD patients was obtained during PD catheter insertion (*n* = 3 patients). Patient characteristics are presented in Table S1.

### 2.5 RNA sequencing

For RNA sequencing, peritoneal ECs were isolated from three randomly selected saline mice and three randomly selected PD mice. Total RNA was isolated from cells using TRIzol reagent (Invitrogen). RNA quality check and sequencing were performed on the Agilent 2100 Bioanalyzer and the Illumina NovaSeq 6000 platform. Heatmap analysis was performed using the pheatmap package, and differential expression genes (DEGs) were calculated with the Limma package. Gene set enrichment analysis (GSEA) was performed using the clusterProfiler package. RNA‐sequencing data are available in the GSE database under accession number GSE230008.

### 2.6 Statistical analysis

Quantitative data are shown as means and standard deviations, and analyzed with SPSS 20.0 (SPSS). Shapiro–Wilk statistics were used for normality tests. Differences between two groups were assessed by an unpaired Student *t*‐test, while differences among groups by ANOVA or unpaired *t*‐test with Bonferroni correction for multiple testing. A *p*‐value of less than .05 was considered statistically significant.

## 3 RESULTS

### 3.1 Peritoneal ECs are hyperglycolytic in experimental PD model

To investigate the metabolic profile of peritoneal ECs in response to PD, we first prepared an experimental PD model by daily peritoneal instillation of human Dianeal PD fluid containing 4.25% glucose for 6 weeks. The PD mice had a progressive peritoneal fibrosis from 3 to 6 weeks, characterized by a gradual increase in peritoneal thickness and overexpression of extracellular matrix in peritoneal tissue (Figure 1A,B and Figure S1A,B). Importantly, the density of peritoneal microvessels, identified by the endothelial marker CD31, was significantly increased in PD mice from 3 to 6 weeks (Figure 1A,C). Consistent with these histological data, a reduced ultrafiltration volume, and increased peritoneal permeability of glucose and blood urea nitrogen were observed in PD mice (Figure 1D,E and Figure S1C), confirming an impaired peritoneal function in this PD model.

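RNA was sequenced from the peritoneal ECs of 3 saline mice and 3 PD mice at 6 weeks, with a separate library for each mouse. The PD fluid contained 4.25% glucose. The supplementary methods describe collagenase digestion of the mesentery and fluorescence-activated sorting of CD31+ CD45- cells. Both antibodies are listed there with the same dye, FITC. The sample labels instead describe magnetic sorting of CD31+ cells from the peritoneum. The authors deposited read counts and FPKM values for 22183 genes, each listed by symbol and Ensembl identifier. Their table also gives a fold change, p-value and FDR for each gene. The paper's text does not name the genome build. Positions are therefore given on GRCm38 with the GENCODE M21 annotation, to which 22128 of the identifiers matched. Between 21973426 and 26374292 reads per mouse were counted on genes, with a median of 24068579 in saline mice and 23786613 in PD mice. No reads were counted on 4492 of the genes in any mouse. Counts were scaled by edgeR's TMM method and are given as CPM. Log2 fold changes compare PD mice with saline mice.

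After edgeR's filter on low counts, 14005 genes were tested. Of these, 8246 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In PD mice, 4359 were higher and 3887 lower. With a change of at least 2-fold required as well, 2410 genes remained, of which 2158 were higher and 252 lower. In 9183 genes, or 65.6% of those tested, the values of the PD mice did not overlap with those of the saline mice, against 10% by chance. With each mouse left out in turn, between 6996 and 8018 genes passed. The authors' table gives an FDR under 0.05 for 4186 higher and 3740 lower genes. Of the genes called here, 7673 were also called there, 7663 of them in the same direction. The transcript of CD31 (Pecam1, ENSMUSG00000020717) was at 469 ± 19.4 CPM (SD, n = 3 mice) in saline mice and 514 ± 7.85 CPM (SD, n = 3 mice) in PD mice. The transcript of CD45 (Ptprc, ENSMUSG00000026395) was at 2373 ± 127 CPM (SD, n = 3 mice) and 1473 ± 63.6 CPM (SD, n = 3 mice), respectively. It was thus above that of CD31 in both groups. The libraries therefore held leukocyte RNA as well, and the changes given below cannot be assigned to ECs alone. The mean log2 level of 12 endothelial marker genes was 5.69 ± 0.10 (SD, n = 3 mice) in saline mice and 6.65 ± 0.06 (SD, n = 3 mice) in PD mice, a difference of 0.96. The two-sided exact permutation test gave p = 0.1, the smallest p that 3 mice against 3 allow, and 0.108 after Benjamini-Hochberg adjustment over 13 marker lists. With the libraries scaled to those 12 genes instead, an alternative chosen after seeing the data, 1131 genes were higher and 10146 lower.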

We then isolated mouse peritoneal ECs from the mesentery of PD and saline mice (Figure S2A), and performed RNA sequencing to characterize their metabolic profile. 

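For GSEA, all tested genes were ranked by the signed square root of the edgeR statistic. The ranking was tested with fgsea against gene sets fixed in advance. The paper's text names clusterProfiler, and its supplement names KEGG pathways for the ranking of Figure S2B. No gene set database is named for the glycolysis plot of Figure 1F. Reactome's set Glycolysis, of which 25 genes were tested, had a normalized enrichment score (NES) of 1.12 and an adjusted p of 0.386 over 10 sets in this preranked gene set enrichment test. By NES, the set ranked 167 among the 697 Reactome sets with 15 to 500 tested genes. Extracellular matrix organization ranked highest, with an NES of 2.65. With the KEGG pathways of the authors' deposited annotation, glycolysis had an NES of 0.93 (adjusted p = 0.636 in the same preranked test). It ranked 210 among 323 pathways, with Pancreatic secretion at the top at 2.75. The alternative that moved the NES furthest was a correction for GC content, chosen after seeing the data, under which it was 0.85. Over all alternatives, the adjusted p of this set in the preranked test stayed between 0.261 and 0.659.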

GSEA revealed that glycolysis was one of the most enriched gene sets associated with peritoneal dysfunction (Figure 1F and Figure S2B). 

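Among the other metabolic sets in the same ranking, Metabolism of carbohydrates was enriched in PD mice, with an NES of 1.77 over 218 tested genes (adjusted p = 4.22e-05 in the preranked gene set enrichment test). Its 41 leading-edge genes included 5 genes of pancreatic acinar cells, among them Amy2a2, Amy2a3 and Amy2a4. Without the acinar genes, an alternative chosen after seeing the data, the NES was 1.43 (adjusted p = 0.0205 in the preranked test). Metabolism of nucleotides had an NES of -0.92 over 73 tested genes (adjusted p = 0.637 in the preranked test). A list of 28 nucleotide synthesis genes written by hand had an NES of -1.87 (adjusted p = 0.00302 in the preranked test). In the annotation of the deposited table, the nucleotide genes had an NES of 0.81 over 132 genes (adjusted p = 0.809 in the preranked test). Metabolism of amino acids and derivatives had an NES of -0.99 over 145 tested genes (adjusted p = 0.549 in the preranked test). For amino acid metabolism, the deposited annotation gave 1.06 over 233 genes (adjusted p = 0.458 in the preranked test). The direction of both the nucleotide and the amino acid set therefore differed between these gene collections, while carbohydrate metabolism was positive in both.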

A similar trend was also observed for nucleotide metabolism, amino acid metabolism and carbohydrate metabolism (Figure S2B). Pathway mapping and heatmap analysis demonstrated that peritoneal ECs from PD mice had upregulated transcript levels of genes involved in glycolysis, including PFKFB3, hexokinase 1 (HK1), the pentose phosphate pathway (such as glucose‐6‐phosphate dehydrogenase [G6pdx], hexose‐6‐phosphate dehydrogenase [H6pd]) (Figure 1G), nucleotide metabolism, amino acid metabolism and carbohydrate metabolism (Figure S2C). 

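Pfkfb3 (ENSMUSG00000026773; chromosome 2 of GRCm38, 11471433 to 11554077) was at 64.6 ± 3.59 CPM (SD, n = 3 mice) in saline mice and 132 ± 8.43 CPM (SD, n = 3 mice) in PD mice. Its log2 fold change was 1.03 (standard error 0.07, adjusted p = 8.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change stayed between 0.99 and 1.07 with each mouse left out in turn. Hk1 (ENSMUSG00000037012; chromosome 10, 62268855 to 62379908) rose from 84.4 ± 13.0 to 108 ± 11.9 CPM (SD, n = 3 mice each). This was a log2 fold change of 0.36 (standard error 0.11, adjusted p = 0.020 from the same edgeR test). In the pentose phosphate pathway, G6pdx (ENSMUSG00000031400; chromosome X, 74409483 to 74429194) had a log2 fold change of 0.28 (standard error 0.07, adjusted p = 0.0051 from the same edgeR test). H6pd (ENSMUSG00000028980; chromosome 4, 149979475 to 150009023) had one of 1.46 (standard error 0.25, adjusted p = 0.00051 from the same edgeR test).

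Of the 13 genes in Figure 1G, 12 were higher in PD mice with an adjusted p under 0.05, whether adjusted over all tested genes or over the 13 alone. Each of the 12 was higher in all 3 PD mice than in all 3 saline mice (by chance 5% of genes, or 10% in either direction). Their median log2 fold change was 0.39 with Aldoa included, and the largest was 2.86, for Slc16a3. The paper shows these genes from the same libraries, so neither the separation nor the adjustment over the list is an independent test. Of all tested genes, 65.6% had groups that did not overlap, in either direction. Aldoa (ENSMUSG00000030695) was at 662 ± 1.48 CPM in saline mice and 655 ± 19.6 CPM in PD mice (SD, n = 3 mice each). Its log2 fold change of -0.01 (standard error 0.06, adjusted p = 0.843 from the same edgeR test) lay within the spread between mice. Leaving out each mouse in turn gave between 8 and 12 of the 13 genes. Relative to the endothelial markers, which also rose, Pfkfb3 had a log2 fold change of 0.043 (adjusted p = 0.739 from edgeR's quasi-likelihood test). With this scaling, 3 of the 13 genes were higher, namely Hk3, H6pd and Slc16a3, and 7 were lower. The paper draws on pathway mapping, the heatmap, PCR and immunoblots of the same cell type, and on higher expression of nucleotide synthesis enzymes. From these it proposes that PD fluid might raise EC glycolysis in support of biomass production and proliferation.

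**Figure D1:**
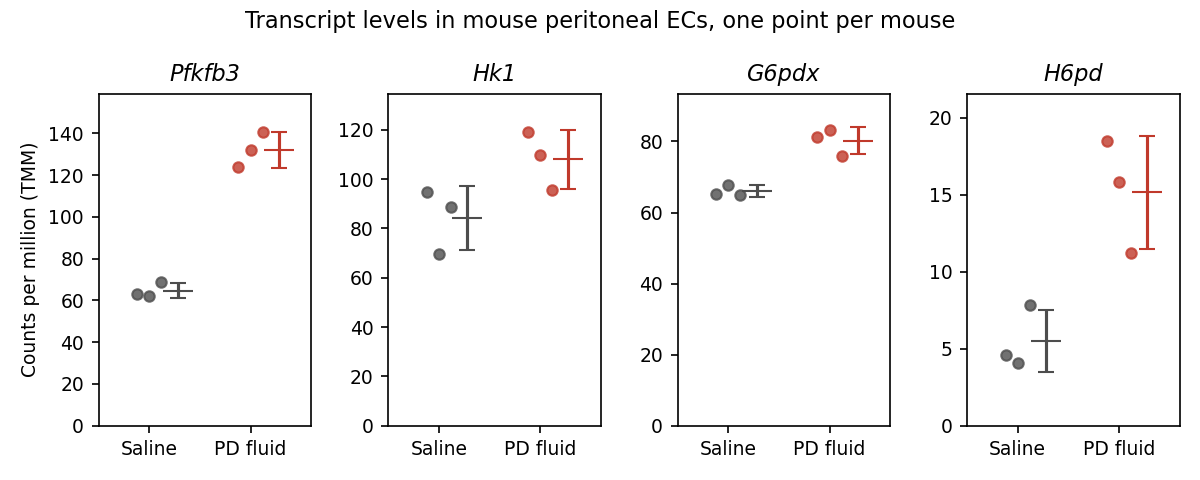
CPM values (TMM scaling) of Pfkfb3, Hk1, G6pdx and H6pd in the peritoneal EC libraries of 3 saline mice and 3 PD mice. Each mouse has a point, with the mean ± SD beside the points. CD45 transcripts exceeded those of CD31 in both groups, so the values cannot be assigned to ECs alone. The mean of Pfkfb3 was 64.6 CPM in saline mice and 132 CPM in PD mice.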

Further real‐time PCR and immunoblot analyses confirmed upregulation of glycolytic enzymes in peritoneal ECs from PD mice (Figure 1H,I and Figure S2D,E). Importantly, PFKFB3 transcript levels were more than three‐fold higher in peritoneal ECs from PD mice than those from saline mice, while expression of other glycolytic enzymes was moderately altered (Figure 1H). In agreement with this increase in glycolysis, expression of enzymes involved in nucleotide synthesis was also upregulated in peritoneal ECs from PD mice (Figure 1J). Therefore, PD fluid treatment might increase glycolysis in peritoneal ECs to support biomass production and proliferation.

To confirm this notion, we assayed stable intermediate metabolites of glycolysis, pentose phosphate pathway and nucleotide synthesis pathways in mouse peritoneal ECs using liquid chromatography‐mass spectrometry (LC‐MS). As shown in Figure 1K, peritoneal ECs from PD mice (vs. saline mice) had higher levels of intermediate metabolites involved in these pathways (*p* < .05). Further investigation revealed upregulated glucose consumption and lactate excretion in the medium of peritoneal ECs from PD mice (Figure S2F).

Together, our data show that the development of peritoneal dysfunction during PD is associated with hyperglycolysis in peritoneal ECs, rendering glycolysis in peritoneal ECs an attractive target.

### 3.2 Soluble factors from mesothelial cells induce hyperglycolysis in ECs

Next, we investigated the drivers of glycolysis in ECs during peritoneal dysfunction. Direct treatment with high glucose or mannitol for 24 h, at concentrations equivalent to human PD fluid, did not significantly increase cell viability or glycolysis‐related gene expression in HUVECs (Figure S4A–D). To explore which cell populations are able to drive EC glycolysis, we analyzed and annotated single‐cell RNA sequencing (scRNA‐seq) data of human peritoneal cells from patients on PD.^27^ As shown in Figure S3A, nine cell clusters were derived, covering diverse cell types in the peritoneum. Among the cell populations, mesothelial cells exhibited the highest enrichment score of angiogenesis‐related gene sets, and this increased further after long‐term PD (Figure S3B,C), highlighting the mesothelial–endothelial crosstalk under PD condition. We therefore incubated HUVECs with the conditioned medium from human mesothelial cells that were exposed to high glucose (1.5%, a concentration equivalent to 1.5% human PD fluid; HG‐CM) or normal glucose (.1%, NG‐CM), which mimics the in vivo peritoneal niche in PD or saline mice.

HG‐CM treatment (vs. NG‐CM) for 24 h induced a marked increase in cell viability and the mRNA levels of key glycolysis‐related enzymes, especially PFKFB3 (Figure S4F,G). Changes in the protein level of PFKFB3 paralleled the mRNA level (Figure 2A). We then assessed the glycolytic function of HG‐CM‐treated ECs by glycolytic rate assay and glycolytic stress test using a Seahorse extracellular flux analyzer. HUVECs incubated with HG‐CM (vs. NG‐CM) had a greater increase in glycolytic rate (termed GlycoPER) and glucose‐induced extracellular acidification rate (ECAR), indicating increased activity of glycolytic metabolism (Figure 2B and Figure S4H). Interestingly, knockdown of PFKFB3 in HUVECs markedly reduced the upregulation of EC glycolysis by HG‐CM (Figure 2C,D and Figure S4I). Thus, soluble factor(s) released from mesothelial cells in the setting of PD, can induce glycolytic enzyme expression and promote glycolysis in adjacent ECs.

**FIGURE 2:**
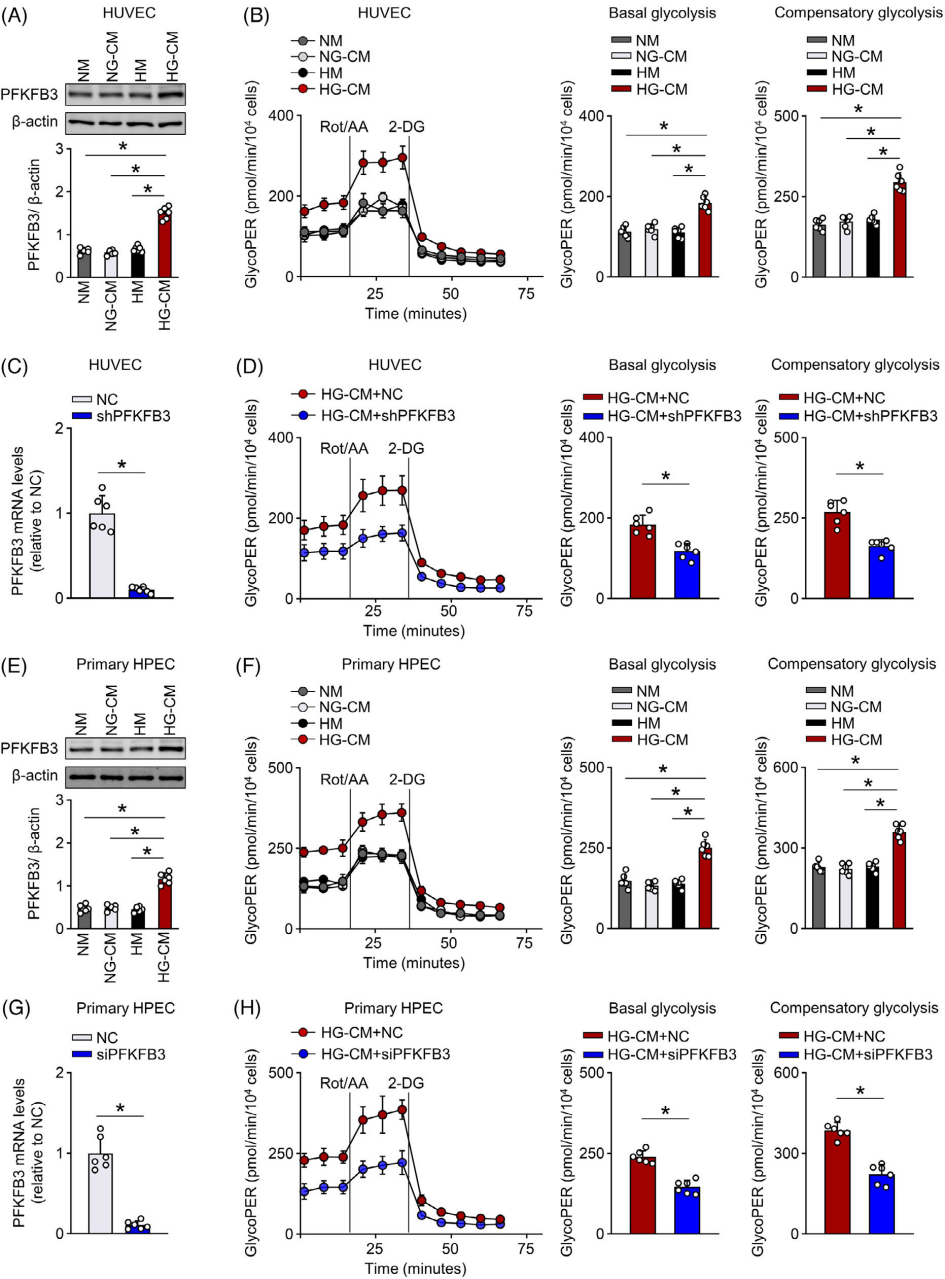
Soluble factors from mesothelial cells induces hyperglycolysis in endothelial cells (ECs). We incubated human umbilical venous ECs (HUVECs) and primary human peritoneal ECs (HPECs) with the conditioned medium from human mesothelial cells (Met‐5A) that were exposed to 1.5% high glucose (HG‐CM) or .1% glucose (NG‐CM), which mimics the in vivo peritoneal niche in peritoneal dialysis (PD) fluid or saline mice. NM, normal medium. HM, medium containing 1.5% glucose. (A) PFKFB3 protein levels in HUVECs. One‐way ANOVA followed by Bonferroni test; *p < .05. (B) Glycolytic rate (termed GlycoPER) measured by glycolytic rate assay in HUVECs. One‐way ANOVA followed by Bonferroni test; *p < .05. (C) PFKFB3 mRNA levels in HUVECs transfected with shPFKFB3 or negative control (NC). *t*‐test; *p < .05. (D) Knockdown of PFKFB3 in HUVECs markedly reduced the HG‐CM‐induced increase in glycolytic rate. *t*‐test; *p < .05. (E) PFKFB3 protein levels in HPECs. One‐way ANOVA followed by Bonferroni test; *p < .05. (F) Glycolytic rate (termed GlycoPER) in HPECs. One‐way ANOVA followed by Bonferroni test; *p < .05. (G) PFKFB3 mRNA levels in HPECs transfected with siPFKFB3 or NC. *t*‐test; *p < .05. (H) Knockdown of PFKFB3 in HPECs markedly reduced HG‐CM‐induced increase in glycolytic rate. *t*‐test; *p < .05. Error bars, mean ± SD (*n* = 6 cell samples in each group).

We also examined the effect of HG‐CM on primary human peritoneal ECs (HPECs). As shown in Figure 2E–H, incubation of HPECs with HG‐CM upregulated glycolysis as evidenced by an increase in glycolytic rate and PFKFB3 expression, whereas knockdown of PFKFB3 in HPECs reduced the hyperglycolysis induced by HG‐CM.

Incubation of both ECs with a high glucose medium (HM, 1.5% glucose) did not significantly alter glycolysis as detected by glycolytic rate assay (Figure 2B,F). Together, soluble cytokines released from mesothelial cells are potent factors for inducing PFKFB3‐mediated hyperglycolysis in ECs, reinforcing that EC glycolysis is involved in the development of peritoneal dysfunction.

### 3.3 PFKFB3 controls glycolysis in peritoneal ECs

To examine if targeting PFKFB3 regulates glycolysis in peritoneal ECs in vivo, we generated EC‐specific PFKFB3 knockout mice (*Pfkfb3* ^ΔEC^) by intercrossing *Cdh5‐Cre* mice with *Pfkfb3* ^flox/flox^ (*Pfkfb3* ^WT^) mice.^23^, ^30^, ^31^ We observed a markedly reduced PFKFB3 expression in peritoneal ECs from *Pfkfb3* ^ΔEC^ mice as compared to *Pfkfb3* ^WT^ mice (Figure 3A), confirming effective deletion of endothelial PFKFB3 in *Pfkfb3* ^ΔEC^ mice. Seahorse flux analysis revealed that PFKFB3‐deficient mouse peritoneal ECs (vs. *Pfkfb3* ^WT^ ECs) had a reduced ECAR (Figure 3B), supporting a key role of PFKFB3 in controlling glycolysis in peritoneal ECs.

**FIGURE 3:**
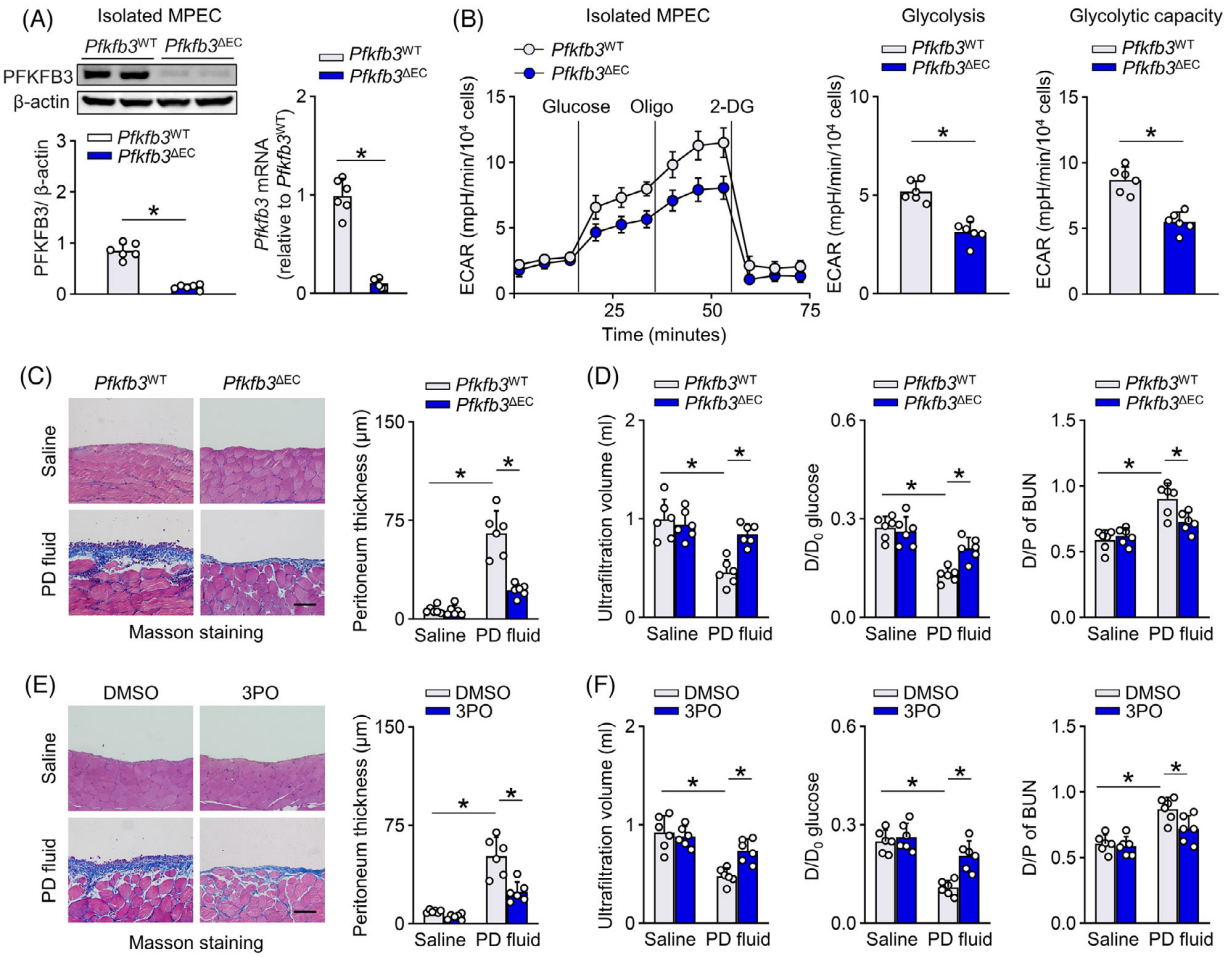
Genetic or pharmacological inhibition of endothelial cell (EC) PFKFB3 lessens peritoneal fibrosis and improves peritoneal function in peritoneal dialysis (PD) model. (A and B) EC‐specific PFKFB3 knockout mice (*Pfkfb3* ^ΔEC^) was generated by intercrossing *Cdh5*‐Cre mice with *Pfkfb3* ^flox/flox^ (*Pfkfb3* ^WT^) mice. A markedly reduced protein and transcript level of PFKFB3 was observed in isolated MPECs from *Pfkfb3* ^ΔEC^ mice as compared to *Pfkfb3* ^WT^ mice (A). The PFKFB3‐deficient MPECs had a lower glucose‐induced elevation in extracellular acidification rate (ECAR) as detected by glycolytic stress assay (B). *t*‐test; *p < .05. (C and D) Both *Pfkfb3* ^WT^ and *Pfkfb3* ^ΔEC^ mice received daily intraperitoneal injection of PD fluid for 6 weeks. As compared to *Pfkfb3* ^WT^ mice, *Pfkfb3* ^ΔEC^ mice had a significantly reduced PD fluid‐induced peritoneal fibrosis (indicated by Masson staining; C) and improved peritoneal function (indicated by ultrafiltration volume, D/D_0_ glucose, D/P of BUN; D). Scale bar: 100 μm. One‐way ANOVA followed by Bonferroni test; *p < .05. (E and F) Pharmacological inhibition of PFKFB3 was achieved by intraperitoneal injection of mice with 3PO three times per week starting from 1 day after PD fluid treatment. 3PO administration significantly reduced PD fluid‐induced peritoneal fibrosis (E) and improved peritoneal function (F). Scale bar: 100 μm. One‐way ANOVA followed by Bonferroni test; *p < .05. Error bars, mean ± SD (*n* = 6 mice in each group).

### 3.4 Genetic or pharmacological inhibition of EC PFKFB3 lessens peritoneal fibrosis and improves peritoneal function in PD model

To investigate the role of EC glycolysis in development of peritoneal dysfunction during PD, both *Pfkfb3* ^WT^ and *Pfkfb3* ^ΔEC^ mice received daily intraperitoneal injection of PD fluid for 6 weeks. PD fluid (vs. saline) caused significant thickening of parietal peritoneal tissue and increased peritoneal expression of extracellular matrix in *Pfkfb3* ^WT^ mice. However, these PD fluid‐induced effects were clearly attenuated in *Pfkfb3* ^ΔEC^ mice (Figure 3C and Figure S5A). Peritoneal function, as reflected by solute transport rate and ultrafiltration volume, was also improved in *Pfkfb3* ^ΔEC^ mice (Figure 3D).

To mimic the PFKFB3 deficiency, we used a low dose of PFKFB3‐blocker 3PO (25 mg/kg; three times per week), which has been reported to reduce EC glycolysis in vivo.^25^ Peritoneal fibrosis was assessed by Masson's trichrome staining and extracellular matrix expression. Figure 3E shows images of the stained peritoneal tissue sections, in which deposited extracellular matrix is stained blue. Treatment with 3PO in PD mice, initiated from the first day of PD fluid administration, attenuated PD fluid‐induced peritoneal fibrosis and improved peritoneal function at Week 6 (Figure 3E,F and Figure S5B). Furthermore, 3PO treatment, initiated after 3 weeks of PD fluid administration also reduced peritoneal extracellular matrix expression and improved peritoneal function at Week 6 (Figure S5C–E).

Taken together, these data identify hyperglycolysis in ECs as a critical participant in the development of peritoneal dysfunction during PD. Blocking glycolysis in peritoneal ECs by PFKFB3 inhibition helps to impede the development of peritoneal dysfunction.

### 3.5 Genetic inhibition of EC PFKFB3 inhibits endothelial proliferation and reduces peritoneal microvessel density in PD model

We next investigated why inhibition of PFKFB3‐mediated glycolysis in ECs protects the peritoneum from PD fluid‐induced damage. Peritoneal microvessel density is recognized as a major determinant of peritoneal solute transport in PD.^14^ We explored if PFKFB3 deficiency alters peritoneal microvessel density in PD model. 

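In the wild-type mice, 13 of the 14 gene labels in Figure 4A matched a symbol of the deposited table, and the label Spnk1 matched none. Of the 13 genes, 11 were higher in PD mice with an adjusted p under 0.05 over all tested genes in edgeR's quasi-likelihood test, and 13 when the adjustment covered the list alone. All 13 were higher in each PD mouse than in each saline mouse, where chance gives 5%, or 10% in either direction, and the median log2 fold change was 0.73. The largest change was that of Hmox1 (ENSMUSG00000005413; chromosome 8 of GRCm38, 75093621 to 75100589), from 14.0 ± 1.54 to 79.5 ± 4.92 CPM (SD, n = 3 mice each). Its log2 fold change was 2.51 (standard error 0.10, adjusted p = 6.0e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fgfr1 (ENSMUSG00000031565) had a log2 fold change of 2.19 (standard error 0.21, adjusted p = 8.2e-06 from that edgeR test). Akt1 (ENSMUSG00000001729) had one of 0.73 (standard error 0.15, adjusted p = 0.0020 from that edgeR test). Hras, at 0.22 (adjusted p = 0.0741 from that edgeR test), and Adam17, at 0.15 (adjusted p = 0.0522 from that edgeR test), were the genes above the threshold. With scaling to the endothelial markers, 3 of the 13 genes were higher, namely Hmox1, Igf1 and Fgfr1, and 6 were lower. As for Figure 1G, the genes were displayed from the same libraries, so their separation and the adjustment over the list are no independent test.

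As a measure of proliferation, Reactome's set Cell Cycle, Mitotic had an NES of -2.64 over 390 tested genes (adjusted p = 3.17e-28 in the preranked gene set enrichment test), its genes being lower in PD mice. A list of 38 proliferation genes written by hand had an NES of -2.07 (adjusted p = 0.000414 in the preranked test). The genes annotated to cell population proliferation in the deposited table had an NES of 1.27 over 211 genes (adjusted p = 0.121 in the preranked test). These libraries held RNA of several cell types. In them, B cell genes, a list written after other results were seen, fell by 1.04 in mean log2 level. The cell cycle scores therefore do not show that proliferation of ECs fell. For angiogenesis, Signaling by VEGF had an NES of 1.47 over 99 tested genes (adjusted p = 0.0505 in the preranked test), with Flt1, Nrp1 and Kdr first in its leading edge. The genes annotated to angiogenesis in the deposited table had an NES of 2.29 over 223 genes (adjusted p = 4.29e-15 in the preranked test). For 40 angiogenesis genes listed by hand, it was 2.09 (adjusted p = 8.43e-05 in the preranked test). Both of these angiogenesis lists thus passed the threshold of 0.05, which the Reactome set missed.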

In *Pfkfb3* ^WT^ mice, PD fluid (vs. saline) increased expression of genes involved in proliferation, migration and angiogenesis in mouse peritoneal ECs (Figure 4A,B and Figure S6A), and increased microvessel density (marked by CD31) in the peritoneum (Figure 4C). Notably, the PD fluid‐induced effect was clearly attenuated in *Pfkfb3* ^ΔEC^ mice and 3PO‐treated mice (Figure 4C and Figure S6C). Thus, PFKFB3‐driven glycolysis in ECs contributes to PD‐induced increase in peritoneal microvessel density.

**FIGURE 4:**
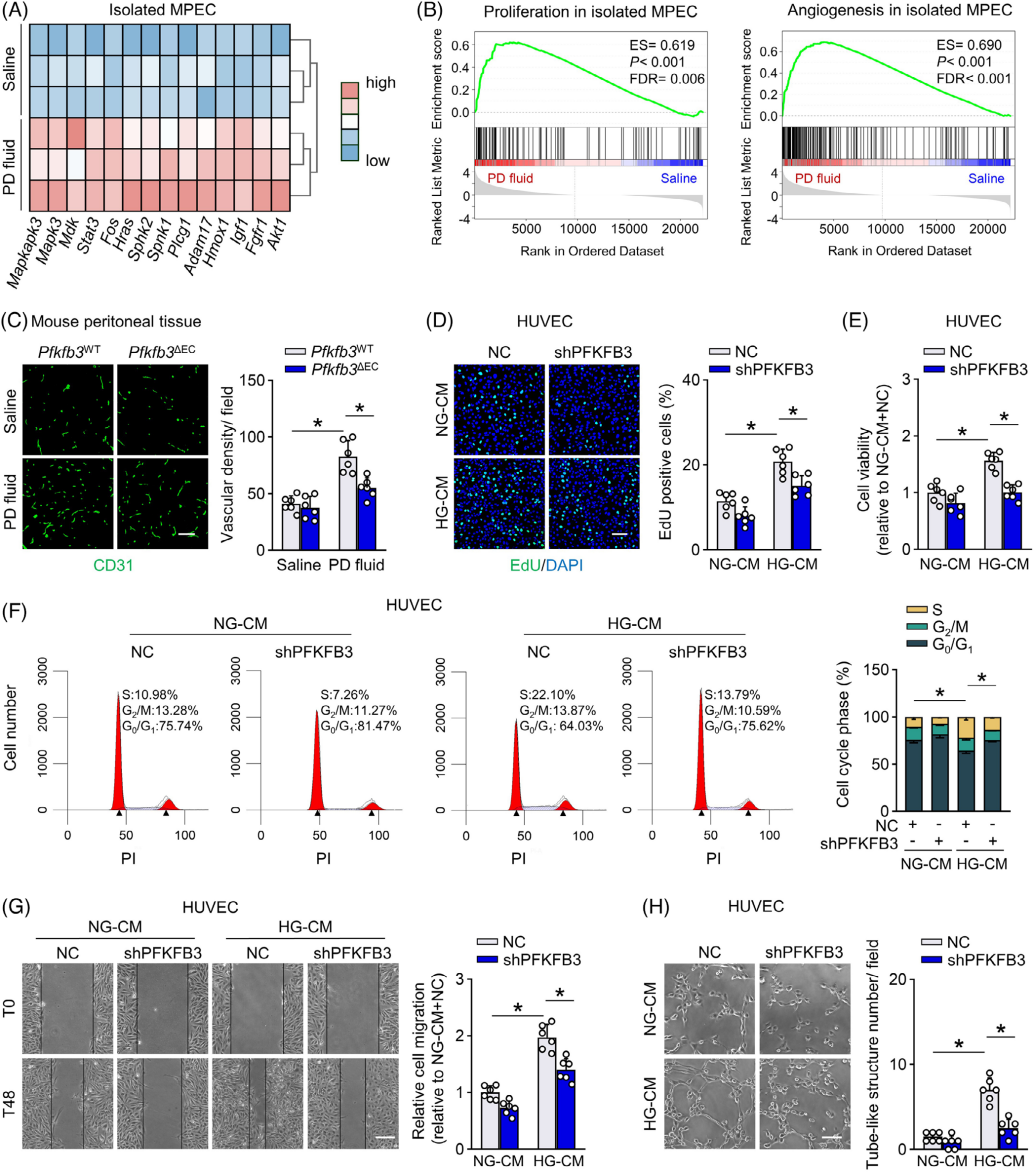
Genetic inhibition of endothelial cell (EC) PFKFB3 inhibits endothelial proliferation and reduces peritoneal microvessel density in peritoneal dialysis (PD) model. (A) Heatmap analysis showing transcript levels of proliferation and angiogenesis‐related genes in RNA sequencing data of isolated MPECs from saline‐ and PD fluid‐treated mice. (B) Gene set enrichment analysis (GSEA) plots demonstrating ES for proliferation and angiogenesis pathways in RNA sequencing data of isolated MPECs. (C) Immunofluorescence staining for CD31 (green) in the mesentery from *Pfkfb3* ^WT^ and *Pfkfb3* ^ΔEC^ mice treated with PD fluid or saline. Quantitative data showing the vascular density/field. Scale bar: 50 μm. One‐way ANOVA followed by Bonferroni test; *p < .05. (D) Human umbilical venous ECs (HUVECs) transfected with shPFKFB3 or negative control (NC) were incubated with HG‐CM for 24 h. EdU incorporation images and quantitative data (percentage of EdU‐positive cells) are shown. Scale bar: 100 μm. One‐way ANOVA followed by Bonferroni test; *p < .05. (E) CCK‐8 assay showing cell viability in HUVECs. One‐way ANOVA followed by Bonferroni test; *p < .05. (F) Flow cytometry showing distribution of different cell cycle phases in HUVECs: flow cytometry histograms and quantitative data. One‐way ANOVA followed by Bonferroni test; *p < .05. (G) Scratch wound migration assay showing migration of HUVECs. Quantitative data showing the migration distance at the time of scratching (T0) and 48 h after scratching (T48). Scale bar: 200 μm. One‐way ANOVA followed by Bonferroni test; *p < .05. (H) Tube formation assay showing tube formation of HUVECs: images and quantitative data (tube‐like structure number/field). Scale bar: 100 μm. One‐way ANOVA followed by Bonferroni test. *p < .05. Error bars, mean ± SD (*n* = 6 mice in each group in C, *n* = 6 cell samples in D–H).

We next examined the effect of HG‐CM, a scenario similar to PD, on primary HPECs. HG‐CM administration increased cell proliferation, as indicated by elevations in EdU (5‐ethynyl‐2′‐deoxyuridine)‐positive nuclei ratio and cell viability (Figure S6D,E). Importantly, knockdown of PFKFB3 in HPECs reduced these HG‐CM‐induced effects (Figure S6D,E), linking PFKFB3‐mediated glycolysis to EC proliferation in PD.

Cultured HUVECs were then used to investigate the PFKFB3 function further. Mechanistically, in addition to generating more energy (Figure S6L), incubation of HUVECs with HG‐CM enhanced the binding of PFKFB3 to the cyclin‐dependent kinase (CDK) 4 (Figure S6F), forming a complex^32^, ^33^ that upregulates the expression of the G1/S transition dominator CDK4 (Figure S6G). Indeed, HUVECs treated with HG‐CM had a marked increase in percentage of cells in S‐phase of the cell cycle (Figure 4F), accompanied by elevation in EdU‐positive nuclei ratio and cell viability (Figure 4D,E). Consistently, HG‐CM enhanced in vitro migration, and increased formation of tube‐like structures in HUVECs (Figure 4G,H). Knockdown of PFKFB3 in HUVECs reversed the ability of HG‐CM to upregulate CDK4 (Figure S6G) and its ability to increase EC proliferation, migration and tube formation (Figure 4D–H).

In addition, knockdown of PFKFB3 did not affect nitric oxide generation in HUVECs (Figure S6H). Collectively, activation of EC PFKFB3 links glucose metabolism with peritoneal microvessel density. Blockade of PFKFB3 in ECs protects the peritoneum against angiogenesis during PD.

### 3.6 Genetic inhibition of EC PFKFB3 downregulates vascular endothelial‐cadherin expression and decreases vascular permeability in PD model

As disrupted EC barrier increases vascular permeability that contributes to accelerated peritoneal solute transfer in PD,^34^ we investigated the integrity of the EC barrier in the experimental PD model. 

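All 20 genes of Figure 5A were matched and tested. In PD mice, 18 were higher with an adjusted p under 0.05 over all tested genes in edgeR's quasi-likelihood test, or 19 with the adjustment over the 20 alone. Each of the 20 was higher in all 3 PD mice than in all 3 saline mice (by chance 5% of genes, or 10% in either direction), with log2 fold changes from 0.14 to 1.65 and a median of 0.48. Nos3 (ENSMUSG00000028978; chromosome 5 of GRCm38, 24364810 to 24384474) rose most, from 12.5 ± 3.90 to 39.4 ± 8.90 CPM (SD, n = 3 mice each). The standard error of its log2 fold change was 0.22 (adjusted p = 8.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The heat shock gene Hspa8 (ENSMUSG00000015656) had a log2 fold change of 1.19 (standard error 0.07, adjusted p = 1.0e-07 from that edgeR test). Hspa1a (ENSMUSG00000091971), which has a close paralog with which reads could be shared, had one of 1.18 (standard error 0.06, adjusted p = 2.5e-08 from that edgeR test). Stam, at 0.25 (adjusted p = 0.0608 from that edgeR test), and Stam2, at 0.14 (adjusted p = 0.114 from that edgeR test), did not reach the threshold. Between 13 and 16 of the 20 genes passed when each mouse was left out in turn. Of the 20 genes, 1, Nos3, was higher and 14 were lower with scaling to the endothelial markers. Figure 5A also draws on the same libraries, so the separation and the adjustment over its list are no independent test.

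A list of 76 endocytosis genes written by hand, 75 of them tested, had an NES of 1.31 (adjusted p = 0.158 in the preranked gene set enrichment test). KEGG's endocytosis pathway in the deposited annotation had an NES of 1.10 over 237 genes (adjusted p = 0.42 in the preranked test). Reactome's set VEGFR2 mediated vascular permeability had an NES of 1.39 over 22 tested genes (adjusted p = 0.158 in the preranked test), led by Cav1, Hsp90aa1, Ctnnd1, Jup and Nos3. The genes annotated to regulation of vascular permeability in the deposited table had an NES of 1.56 over 18 genes (adjusted p = 0.0819 in the preranked test). A list of 41 permeability genes written by hand passed the threshold, with an NES of 1.97 (adjusted p = 0.000455 in the preranked test).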

GSEA analysis of transcripts in mouse peritoneal ECs revealed that endocytosis and vascular permeability were two of the most enriched gene sets associated with peritoneal dysfunction (Figure 5A,B), supporting an apparent role of disrupted EC barrier in PD‐induced peritoneal dysfunction. Vascular endothelial‐cadherin (VE‐cadherin) is a critical EC adherens junction involved in maintenance of the EC barrier.^34^, ^35^ In *Pfkfb3* ^WT^ mice, PD fluid (vs. saline) decreased the expression of the junctional protein VE‐cadherin in peritoneal ECs (Figure 5C). This PD fluid‐induced downregulation of VE‐cadherin was markedly improved in *Pfkfb3* ^ΔEC^ mice (Figure 5C). Immunostaining of peritoneal sections for CD31 and VE‐cadherin revealed that VE‐cadherin‐positive junctions were more abundant and strongly stained in PD fluid‐treated *Pfkfb3* ^ΔEC^ mice compared with *Pfkfb3* ^WT^ mice (Figure 5D). Accordingly, peritoneal vascular permeability, assessed by quantification of Evans blue dye extravasation,^35^ was increased by PD fluid in *Pfkfb3* ^WT^ mice, but not significantly or to a lesser extent in *Pfkfb3* ^ΔEC^ mice (Figure 5E). Thus, a tightened EC barrier contributes to improved peritoneal function in *Pfkfb3* ^ΔEC^ mice.

**FIGURE 5:**
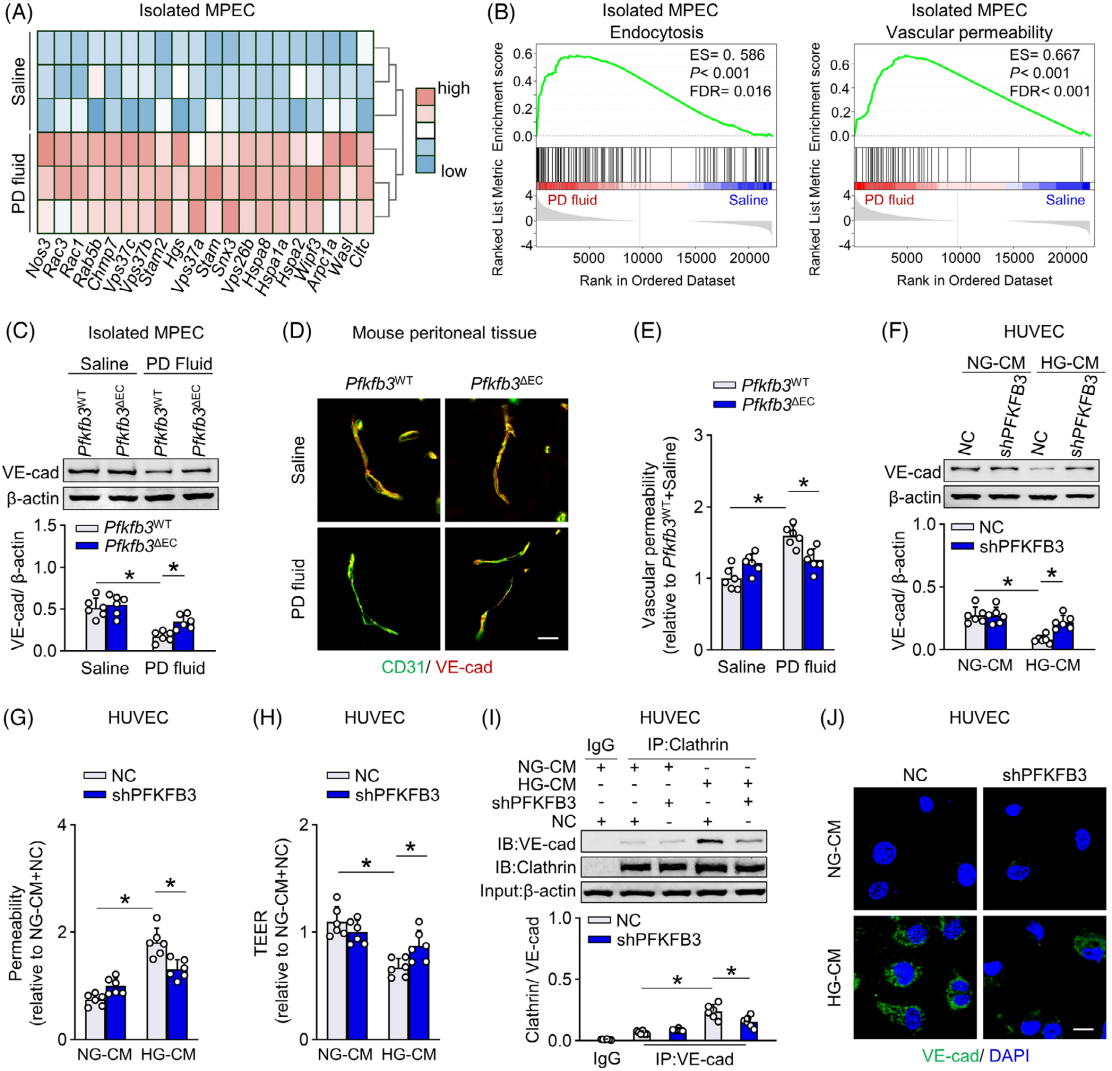
Genetic inhibition of endothelial cell (EC) PFKFB3 restores vascular endothelial‐cadherin endocytosis and reduced vascular permeability in peritoneal dialysis (PD) model. (A) Heatmap analysis showing transcript levels of endocytosis and vascular permeability‐related genes in RNA sequencing data of isolated MPECs from saline and PD fluid mice. (B) Gene set enrichment analysis (GSEA) plots demonstrating ES for endocytosis and vascular permeability pathways in RNA sequencing data of isolated MPECs. (C) VE‐cadherin (VE‐cad) protein level in MPECs isolated from *Pfkfb3* ^WT^ and *Pfkfb3* ^ΔEC^ mice treated with PD fluid or saline. One‐way ANOVA followed by Bonferroni test; *p < .05. (D) Immunostaining of mouse mesentery sections for CD31 (green) and VE‐cad (red). Scale bar: 20 μm. (E) Peritoneal vascular permeability assessed by quantification of Evans blue dye extravasations. One‐way ANOVA followed by Bonferroni test; *p < .05. (F) Human umbilical venous ECs (HUVECs) transfected with shPFKFB3 or negative control (NC) were incubated with HG‐CM for 24 h. VE‐cad protein level in HUVECs are shown. One‐way ANOVA followed by Bonferroni test; *p < .05. (G) In vitro permeability assay using FITC‐dextran demonstrating permeability of HUVECs. One‐way ANOVA followed by Bonferroni test; *p < .05. (H) Transendothelial electrical resistance (TEER) of HUVECs. One‐way ANOVA followed by Bonferroni test; *p < .05. (I) Immunoprecipitation and immunoblot analysis of the binding of Clathrin to VE‐cad in HUVECs. One‐way ANOVA followed by Bonferroni test; *p < .05. (J) Internalized VE‐cad (green) in HUVECs. Scale bar: 20 μm. Error bars, mean ± SD (*n* = 6 mice in each group in C and E; *n* = 6 cell samples in F–I).

Consistently, HG‐CM administration reduced the VE‐cadherin expression in both HUVECs and primary HPECs (Figure 5F and Figure S6I). HG‐CM also increased penetration of FITC‐conjugated dextran across ECs (Figure 5G and Figure S6J) and decreased the trans‐EC electrical resistance (TEER, Figure 5H and Figure S6K), a measure of EC barrier tightness. Knockdown of PFKFB3 in these ECs reversed the HG‐CM‐induced reduction in VE‐cadherin and improved EC barrier tightness (Figure 5F–H and Figure S6I–K).

As VE‐cadherin disruption is largely regulated by Clathrin‐mediated endocytosis^34^ and this process is ATP‐dependent,^36^ we propose that glycolysis provides ATP required for VE‐cadherin endocytosis in ECs during PD. Indeed, incubation of HUVECs with HG‐CM increased ATP generation and promoted the binding of Clathrin to VE‐cadherin, whereas PFKFB3 deficiency decreased ATP generation and induced disassociation of VE‐cadherin from Clathrin (Figure 5I and Figure S6L). Internalized VE‐cadherin was further determined by acid washing HUVECs incubated with anti‐VE‐cadherin antibody and chloroquine.^37^ Knockout of PFKFB3 in HUVECs reversed the HG‐CM‐induced increase in VE‐cadherin endocytosis (Figure 5J). We also found that HG‐CM administration in HUVECs increased the generation of reactive oxygen species (ROS) (Figure S6M), a well‐established disruptor of adherens junctions.^26^, ^38^ PFKFB3 deficiency reduced HG‐CM‐induced increase in ROS generation (Figure S6M) while improving EC barrier tightness (Figure 5H), supporting a role for ROS in VE‐cadherin disruption in the context of PD.

The 1.5% glucose or mannitol did not significantly affect the EC barrier tightness (Figure S6N). In conclusion, glycolysis in ECs mediates PD fluid‐induced EC barrier disruption and vascular hyperpermeability. The protective action of EC PFKFB3 deficiency in PD model is mediated, at least in part, by the preservation of the VE‐cadherin expression.

### 3.7 Genetic inhibition of EC PFKFB3 attenuates endothelial inflammation and alleviates monocyte extravasation in PD model

ECs have been implicated in peritoneal inflammation and fibrosis, which impairs peritoneal ultrafiltration,^13^ by allowing transmigration of monocytes into the peritoneum.^10^, ^15^ We examined if ECs exploit their metabolic changes to engage in process of monocyte extravasation in PD. 

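Of the 15 genes in Figure 6A, 14 had enough counts to be tested, and Ccl1, with 34 counts over the 6 mice, had not. All 14 were higher in PD mice with an adjusted p under 0.05 in edgeR's quasi-likelihood test, over all tested genes as well as over the list. Each was higher in all 3 PD mice than in any of the saline mice (by chance 5% of genes, or 10% in either direction). Their log2 fold changes ran from 0.40 for Rela to 5.06 for Ccl8, with a median of 1.69. Among the chemokines, Ccl8 (ENSMUSG00000009185; chromosome 11 of GRCm38, 82115185 to 82116799) rose from 26.5 ± 2.90 to 882 ± 98.6 CPM (SD, n = 3 mice each). The standard error of its log2 fold change was 0.11 (adjusted p = 3.7e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl2 (ENSMUSG00000035385) rose from 44.7 ± 4.79 to 166 ± 15.4 CPM (SD, n = 3 mice each). Its log2 fold change was 1.89 (standard error 0.10, adjusted p = 4.2e-08 from that edgeR test). For the adhesion molecules, Sele (ENSMUSG00000026582) had a log2 fold change of 3.04 (standard error 0.11, adjusted p = 4.2e-09 from that edgeR test). Vcam1 (ENSMUSG00000027962) rose by 1.13 (standard error 0.07, adjusted p = 1.4e-07 from that edgeR test). Icam1 (ENSMUSG00000037405) rose by 1.07 (standard error 0.06, adjusted p = 1.0e-07 from that edgeR test). Scaled to the endothelial markers, 9 of the 14 genes were higher and 2 were lower. The log2 fold change was then 4.06 for Ccl8, 2.05 for Sele, 0.13 for Vcam1 (adjusted p = 0.284 from that edgeR test) and 0.08 for Icam1 (adjusted p = 0.522 from that edgeR test). Since Figure 6A shows genes from the same libraries, their separation and the adjustment over the list are no independent test.

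**Figure D2:**
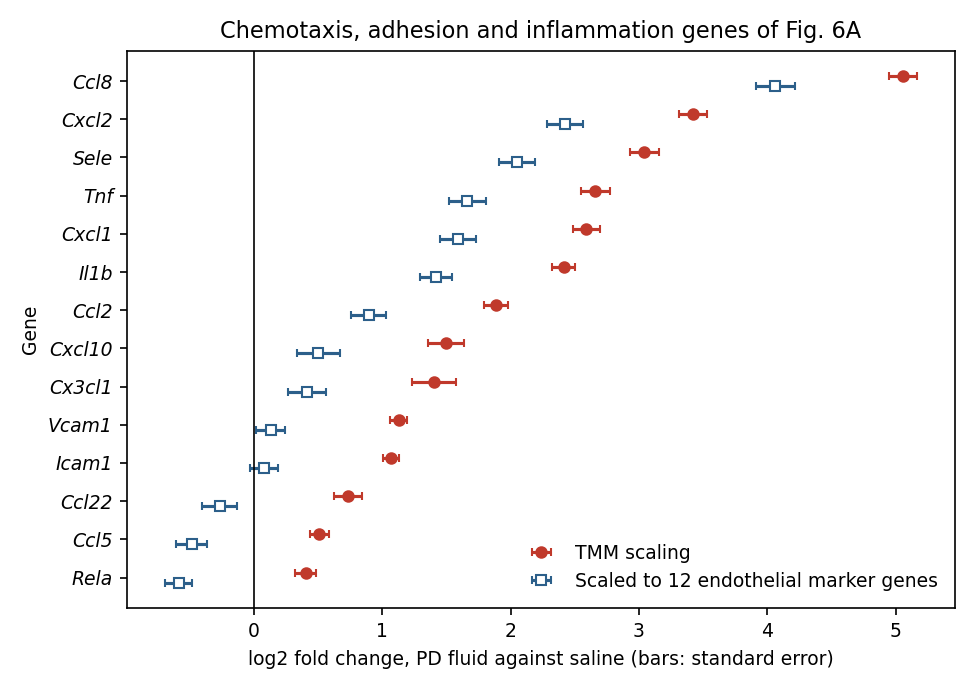
Log2 fold changes of the 14 tested genes of Fig. 6A in peritoneal EC libraries, 3 PD mice against 3 saline mice. Filled circles show TMM scaling, open squares scaling to 12 endothelial marker genes, and bars the standard error. The libraries also held leukocyte transcripts, so the changes cannot be assigned to ECs alone. With TMM scaling all 14 genes lie above 0, from 0.40 to 5.06, while 9 are higher at an adjusted p under 0.05 with the endothelial marker scaling.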

In normal mice, heatmap analysis of transcripts in peritoneal ECs revealed that PD fluid (vs. saline) induced an active EC phenotype, with clustering of genes involved in leukocyte chemotaxis and adhesion (Figure 6A). GSEA analysis confirmed the significant enrichment of leukocyte adhesion and inflammatory response in the diseased mouse peritoneal ECs (Figure 6B). 

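For leukocyte adhesion, Reactome's set Cell surface interactions at the vascular wall had an NES of 2.17 over 84 tested genes (adjusted p = 1.71e-06 in the preranked gene set enrichment test), led by Sele, Selp, Gas6, Itgam and Fn1. The genes annotated to leukocyte cell-cell adhesion in the deposited table had an NES of 1.98 over 26 genes (adjusted p = 0.000829 in the preranked test). For 25 genes listed by hand it was 2.05 (adjusted p = 0.000414 in the preranked test). For the inflammatory response, Reactome's set Chemokine receptors bind chemokines had an NES of 2.28 over 45 tested genes (adjusted p = 5.25e-07 in the preranked test), led by Cxcl13, Ccl21a, Cxcl2, Ccrl2 and Ccl4. The deposited annotation gave 2.42 over 302 genes (adjusted p = 3.03e-24 in the preranked test). A list of 41 genes written by hand gave 2.43 (adjusted p = 7.21e-09 in the preranked test). Ranking the genes by log2 fold change, which lowered both scores most, gave 1.61 for leukocyte adhesion (adjusted p = 0.000875 in the preranked test) and 1.86 for the inflammatory response (adjusted p = 0.000137 in the preranked test). Of the leading genes, Itgam is also in the list of leukocyte markers used here, and Ccl21a in that of lymphatic markers. Both marker lists rose in PD mice, by 1.17 and 2.10 in mean log2 level. Part of these enrichments may therefore come from such cells.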

Validation of key molecules involved in monocyte extravasation revealed an upregulation of intercellular adhesion molecule‐1 (*Icam1*), vascular cell adhesion molecule‐1 (*Vcam1*) and E‐selectin (*Sele*) in mouse peritoneal Ecs from PD fluid‐treated *Pfkfb3* ^WT^ mice (Figure 6C and Figure S7A). Immunostaining of peritoneal sections for CD31 and ICAM1 confirmed that ICAM1 expression was markedly increased in peritoneal ECs from PD fluid‐treated *Pfkfb3* ^WT^ mice (Figure 6D). As a consequence, F4/80‐positive macrophages were increased and accumulated in and around peritoneal vessels, close to fibroblasts and mesothelial cells in PD fluid‐treated *Pfkfb3* ^WT^ mice (Figure 6E and Figure S8C,D). Importantly, all of these PD fluid‐induced changes were attenuated in *Pfkfb3* ^ΔEC^ mice (Figure 6C–E, Figures S7A and S8).

**FIGURE 6:**
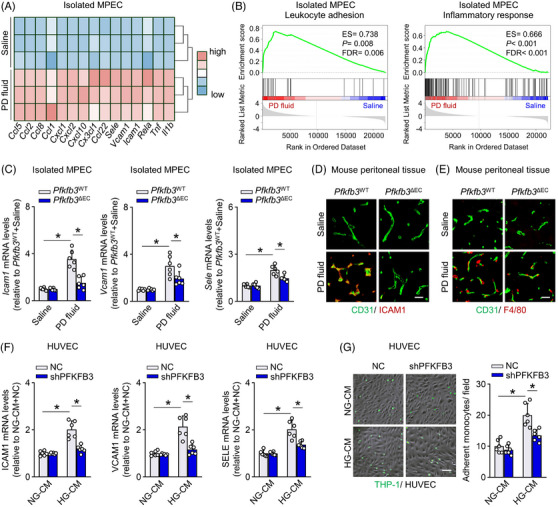
Genetic inhibition of endothelial cell (EC) PFKFB3 attenuates endothelial inflammation and alleviates monocyte extravasation in peritoneal dialysis (PD) model. (A) Heatmap analysis showing transcript levels of adhesion and inflammatory response‐related genes in RNA sequencing data of isolated MPECs from saline and PD mice. (B) Gene set enrichment analysis (GSEA) plots demonstrating ES for leukocyte adhesion and inflammatory response pathways in RNA sequencing data of isolated MPECs. (C) mRNA levels of *Icam1*, *Vcam1* and *Sele* in isolated MPECs from *Pfkfb3* ^WT^ and *Pfkfb3* ^ΔEC^ mice treated with PD fluid or saline. One‐way ANOVA followed by Bonferroni test; *p < .05. (D) Immunostaining of mouse mesentery sections for CD31 (green) and ICAM1 (red). Scale bar: 20 μm. (E) Immunostaining of mesentery sections for CD31 (green) and F4/80 (red) in mouse mesentery sections. Scale bar: 20 μm. (F) mRNA levels of ICAM1, VCAM1 and SELE in shPFKFB3‐ or NC‐transfected human umbilical venous ECs (HUVECs) after incubation with HG‐CM. One‐way ANOVA followed by Bonferroni test; *p < .05. (G) Images and quantification of monocyte (THP1 cell, green) adhesion on HUVECs. Scale bar: 100 μm. One‐way ANOVA followed by Bonferroni test; *p < .05. Error bars, mean ± SD (*n* = 6 mice in each group in C; *n* = 6 cell samples in F and G).

In agreement, incubation of HG‐CM with primary HPECs enhanced EC inflammation as detected by ICAM and VCAM expression, whereas knockdown of PFKFB3 in HPECs reversed the ability of HG‐CM to increase EC inflammation (Figure S7B). Mechanically, HG‐CM in HUVECs activated NF‐κB signalling (Figure S7C), a known transcriptional activator of adhesion molecules that could be stimulated by glycolytic product lactate.^25^ Indeed, HG‐CM upregulated the expression of above‐mentioned adhesion molecules (Figure 6F and Figure S7D), and increased the number of monocytes adhering to and migrating across ECs (Figure 6G). Knockdown of PFKFB3 in HUVECs reversed all the effects induced by HG‐CM (Figure 6F,G and Figure S7C,D).

Additionally, 1.5% glucose or mannitol did not significantly alter the EC adhesion molecule expression (Figure S7E). Together, enhanced glycolysis may render peritoneal ECs more adhesive to monocytes. This, combined with the disrupted EC barrier in PD, promotes peritoneal inflammation and subsequent fibrosis.^15^, ^39^ Inhibition of EC glycolysis helps to reduce peritoneal damage, thereby improving peritoneal ultrafiltration in PD.

### 3.8 VEGF released from mesothelial cells induces EC glycolysis and dysfunction

We also sought to identify soluble factors in HG‐CM that promote EC glycolysis and dysfunction. The boiling of HG‐CM reversed its ability to increase cell viability, and downregulated the expression of key glycolysis‐related enzymes in HUVECs (Figure S9A,B). Thus, the active soluble factors in the HG‐CM are thermally unstable and likely to be cytokines released by mesothelial cells. VEGF is a potent proangiogenic factor implicated in peritoneal dysfunction.^9^ Here, transcripts of VEGF were elevated in mouse mesothelial cells from PD mice (Figure 7A). EC PFKFB3 deficiency did not significantly alter the VEGF expression in peritoneal mesothelial cells (Figure S9C). While VEGF administration in HUVECs upregulated PFKFB3 expression (Figure S9D) and increased ECAR (Figure 7B), supporting a role of VEGF in the enhancement of EC glycolysis.

**FIGURE 7:**
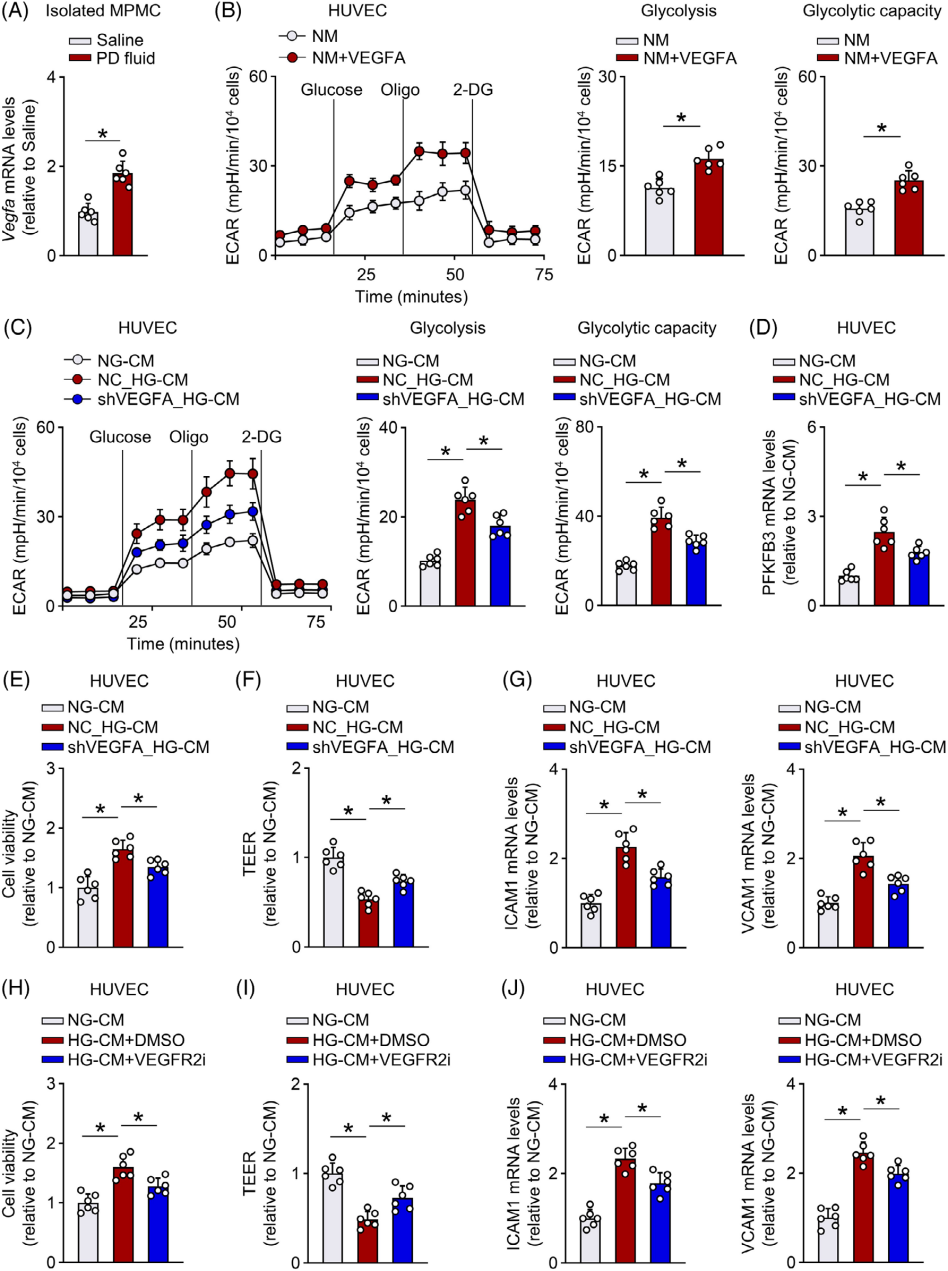
VEGF released from mesothelial cells induces endothelial cell (EC) glycolysis and dysfunction. (A) mRNA level of *Vegfa* in peritoneal mesothelial cells (MPMCs) isolated from saline and peritoneal dialysis (PD) fluid‐treated mice. *t*‐test; *p < .05. (B) VEGF administration increased ECAR in human umbilical venous ECs (HUVECs). *t*‐test; *p < .05. (C–G) Knockdown of VEGFA in human mesothelial cells (Met‐5A) reduced the HG‐CM‐induced increase in ECAR (C) and PFKFB3 expression (D). This reduced glycolysis was associated with reduced cell viability (E), improved TEER (F) and decreased expression of VCAM1 and ICAM1 (G). shVEGFA_HG‐CM, HG‐CM from shVEGFA‐transfected Met‐5A cells; NC_HG‐CM, HG‐CM from NC‐transfected Met‐5A cells. *t*‐test; *p < .05. (H–J) Pharmacological inhibition of VEGF receptor 2 (VEGFR2i, ZM 323881 HCl, 10 nM) in HUVECs reduced HG‐CM‐induced increase in cell viability (H), improved TEER (I), downregulated VCAM1 and ICAM1 expression (J). *t*‐test; *p < .05. Error bars, mean ± SD (*n* = 6 mice in each group in A; *n* = 6 cell samples in B–J).

Further in vitro experiments revealed that the VEGF concentration was approximately 2.7‐fold higher in HG‐CM compared to NG‐CM from human mesothelial cells (Figure S9E). Knockdown of VEGFA or Hif1α, a known VEGF transcriptional regulator,^21^, ^40^ in human mesothelial cells significantly reduced VEGF levels in HG‐CM (Figure S9F–J). HUVECs incubated with the VEGF‐depleted HG‐CM (vs. those treated with HG‐CM) had a reduction in glycolysis, as indicated by decreased ECAR and PFKFB3 expression (Figure 7C,D). This reduced glycolysis was closely associated with reduced cell proliferation, improved EC barrier tightness and decreased expression of VCAM1 and ICAM1 (Figure 7E–G). Consistently, pharmacological or genetical inhibition of VEGF receptor 2 in HUVECs also reduced the HG‐CM‐induced hyperglycolysis and partially improved the above‐mentioned EC function (Figure 7H–J and Figure S10), suggesting that VEGF generated by mesothelial cells contributes to EC hyperglycolysis and dysfunction.

We next tested our conclusion in primary HPECs. Similarly, the HG‐CM‐induced upregulation of glycolysis and EC dysfunction was significantly ameliorated by either knockdown of VEGF in human mesothelial cells (Figure S11A–E) or pharmacological blockade of VEGF receptor 2 in HPECs (Figure S11F–J). Together, VEGF released from mesothelial cells can increase EC glycolysis and induce EC dysfunction, supporting a role for hyperglycolysis in the development of peritoneal dysfunction during PD.

### 3.9 Upregulation of PFKFB3 in human peritoneal ECs is associated with microvascular alterations in ESKD patients

Omentum tissue was obtained from ESKD patients on PD (*n* = 3 subjects) and from age‐ and serum creatinine‐matched ESKD patients (*n* = 3 subjects). The PFKFB3 expression was determined by immunostaining in human omentum tissue and was related to peritoneal microvessel alterations. The omentum from ESKD patients on PD (vs. ESKD patients) had upregulated expression of PFKFB3 in peritoneal ECs (Figure 8A), accompanied by increased microvessel density, decreased EC VE‐cadherin expression and increased macrophage infiltration in and around peritoneal vessels (Figure 8B–D).

**FIGURE 8:**
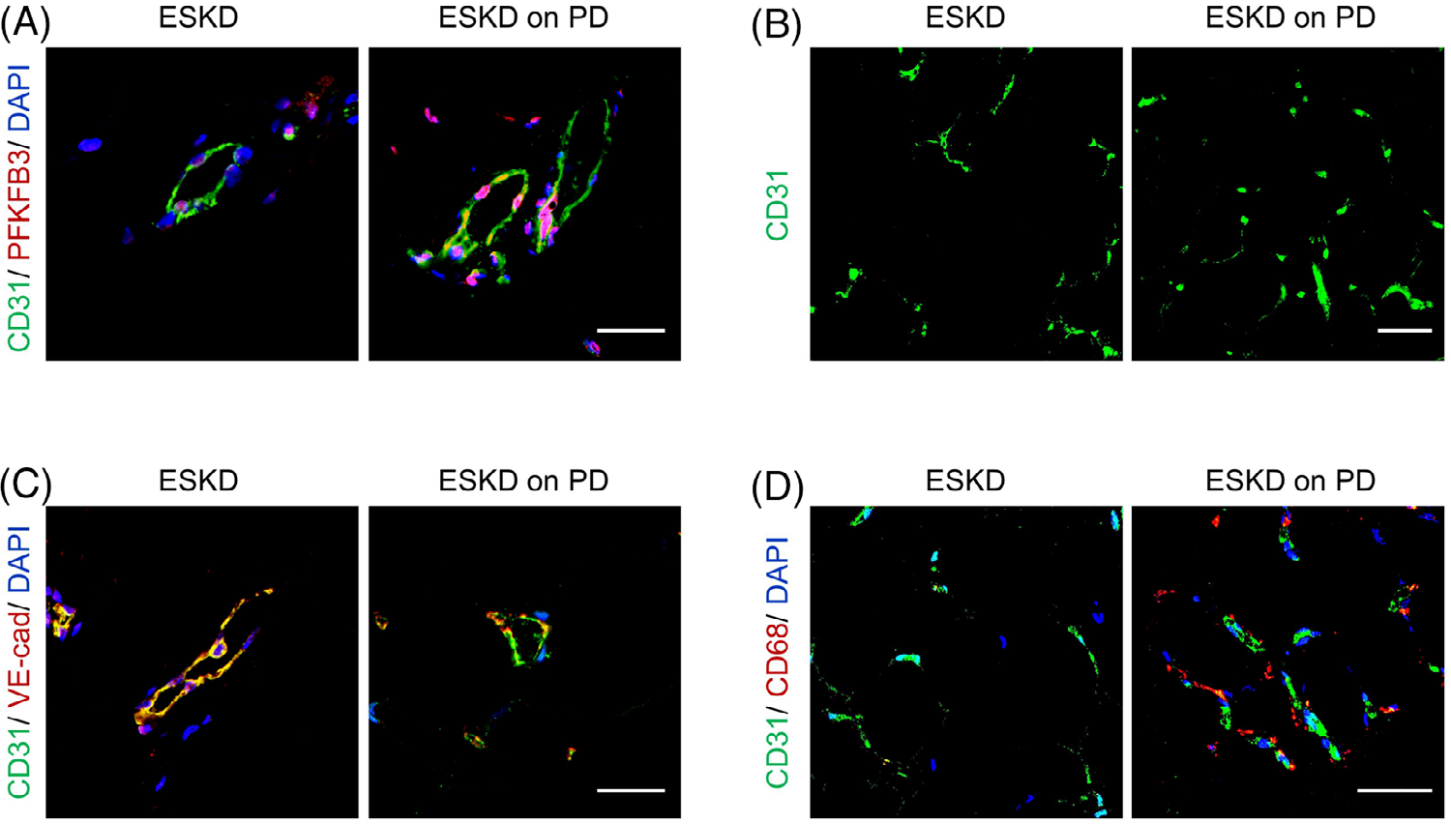
Upregulation of PFKFB3 in human peritoneal endothelial cells (ECs) is associated with microvascular alterations in end‐stage kidney disease (ESKD) patients. Human omentum was obtained from ESKD patients (*n* = 3 subjects) and ESKD patients on peritoneal dialysis (PD) (*n* = 3 subjects). (A) Immunostaining of omentum sections for CD31 (green) and PFKFB3 (red). Scale bar: 25 μm. (B) Immunostaining of omentum sections for CD31 (green). Scale bar: 50 μm. (C) Immunostaining of omentum sections for CD31 (green) and VE‐cadherin (red). Scale bar: 25 μm. (D) Immunostaining of omentum sections for CD31 (green) and CD68 (red). Scale bar: 50 μm.

## 4 DISCUSSION

The major new finding of our study is a novel role of hyperglycolytic peritoneal ECs in the development of peritoneal dysfunction during PD (illustrated in Figure 9). We show that enhanced glycolysis in peritoneal ECs is associated with the development of PD fluid‐induced microvascular alterations and peritoneal membrane damage. Targeting this hyperglycolysis, by inhibiting endothelial PFKFB3, reduces PD fluid‐induced increases in peritoneal capillary density, vascular permeability and monocyte extravasation, thereby preserving the peritoneal structure and function in PD. Mechanistically, PFKFB3 blockade induces the protective effects in part by reducing proliferation, VE‐cadherin endocytosis and monocyte‐adhesion molecule expression in ECs. We demonstrate for the first time that metabolic reprogramming of ECs may be a critical mechanism underlying peritoneal dysfunction during PD. This glycolysis mechanism may also mediate peritoneal microvascular alterations in ESKD patients on PD.

**FIGURE 9:**
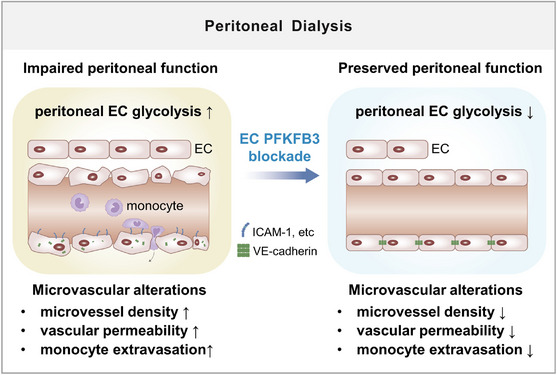
Schematic diagram summarizing the critical role of glycolysis in peritoneal endothelial cells (ECs) in facilitating peritoneal dysfunction during peritoneal dialysis (PD). In the setting of PD, peritoneal ECs have a hyperglycolytic metabolism that promotes endothelial proliferation, permeability and inflammation, culminating in peritoneal microvascular alterations and peritoneal dysfunction. Blocking glycolysis in peritoneal EC by genetic deletion or pharmacological inhibition of the glycolytic activator PFKFB3, reduces PD fluid‐induced increases in peritoneal capillary density, vascular permeability and monocyte extravasation, thereby protecting the peritoneum from the development of structural and functional damage. Mechanistically, EC PFKFB3 deficiency induces the protective effects in part by reducing proliferation, VE‐cadherin endocytosis and monocyte‐adhesion molecule expression in peritoneal ECs.

Here, we characterize the metabolic profile of mouse peritoneal ECs in an experimental PD model by transcriptomic and metabolic analysis. This analysis reveals a strong, positive correlation between endothelial glycolysis and the peritoneal dysfunction during PD. ECs are highly glycolytic^18^ and generate 85% of their ATP via glycolysis even under resting conditions.^20^ We demonstrate that mouse peritoneal ECs further upregulate their glycolysis in response to PD fluid treatment. The functional importance of this hyperglycolysis is shown by endothelial PFKFB3 deficiency, which not only decreases glycolysis, but also lessens peritoneal fibrosis and dysfunction. These interesting observations identify peritoneal ECs with enhanced glycolysis as crucial participants in the development of peritoneal dysfunction during PD, which is unexpected given the modest volume of the EC population in the peritoneum.^27^ Hyperglycolysis in mesothelial cells has recently been linked to peritoneal fibrosis,^27^ but the contribution of the metabolic state in other cell types to peritoneal injury remains undefined. Here, we report the presence of a second metabolic mechanism within the peritoneum in PD, namely, hyperglycolysis in ECs.

We also find that soluble cytokines released from mesothelial cells appear to be an important upstream modulator of metabolism in peritoneal ECs. Mesothelial cells line the peritoneum and act as the primary cells that initiate the responses to PD fluid.^5^, ^27^ Here, using scRNA‐seq data of human peritoneal cells, we identify mesothelial cells as the most important cells that promote angiogenesis after long‐term PD, highlighting the mesothelial–endothelial crosstalk during PD. Indeed, exposure to cultured medium from high glucose‐treated mesothelial cells (HG‐CM), which mimics the in vivo peritoneal niche during PD, upregulates PFKFB3 expression and enhances glycolysis in both HUVECs and primary HPECs. In contrast, 1.5% glucose alone does not significantly alter glycolysis, suggesting that HG‐CM‐induced EC hyperglycolysis may be unrelated to the glucose in HG‐CM. We further demonstrate that active soluble factors in HG‐CM are thermally unstable. An important factor shown here to activate the EC glycolysis is VEGF, a well‐known cytokine involved in the development of peritoneal dysfunction during PD.^17^, ^41^, ^42^, ^43^, ^44^ Mesothelial cells produce VEGF even in a quiescent state.^45^ We demonstrate that mesothelial cell production of VEGF is amplified in PD mice. As VEGF is reported to drive PFKFB3 expression,^20^ we presume that VEGF mediates HG‐CM‐triggered hyperglycolysis in ECs. Indeed, the increase in EC glycolysis by HG‐CM is significantly inhibited by disrupting the VEGF regulator Hif1α^21^, ^40^ or VEGF signalling in mesothelial cells, or by interfering with VEGFR2 or PFKFB3 signalling in ECs. Interestingly, blockade of VEGF‐VEGFR2 signalling only partially reverses the HG‐CM‐induced EC dysfunction, suggesting that factors other than VEGF may also contribute to the enhanced glycolysis and the impaired EC dysfunction associated with PD.

There are several reasons that could account for why inhibition of PFKFB3‐mediated glycolysis in ECs protects the peritoneum from PD‐induced damage. First, endothelial PFKFB3 deficiency reduces EC proliferation and reverses the PD fluid‐induced peritoneal vascularization. ECs rely on glycolysis for high ATP‐demanding processes, including proliferation.^20^ Proliferating ECs use glucose carbons for nucleotide synthesis.^25^ Here, hyperglycolytic peritoneal ECs from PD mice express higher mRNA levels of enzymes involved in nucleotide synthesis. Stimulation of glycolysis by HG‐CM, a scenario similar to PD, enhances the transition from G1 to S phase and induces EC proliferation, migration and tube formation. We therefore suggest that peritoneal ECs are activated in PD. In support, PFKFB3 deficiency in ECs renders them more quiescent by lowering glycolysis and by disassociating the PFKFB3–CDK4 complex^32^ that controls the G1/S phase transition. This counteracts EC proliferative behaviours, reduces the peritoneal microvessel intensity, thereby decreasing solute transport^5^ and preserving peritoneal function.

Second, endothelial PFKFB3 deficiency tightens the EC barrier in the peritoneum by restoring endothelial VE‐cadherin expression, leading to reduced vascular permeability. VE‐cadherin is the principal cell–cell adhesion molecule of EC adheren junction.^34^ Disruption of VE‐cadherin is sufficient to disassemble blood vessels and increase the vascular permeability.^36^, ^46^ We demonstrate a downregulation of VE‐cadherin protein in hyperglycolytic peritoneal ECs from PD mice, which may be mechanistically mediated via a Clathrin‐dependent, ATP‐consuming^36^ endocytosis and increased oxidative stress.^26^ The reduced VE‐cadherin expression, functionally reflected by decreased electrical resistance in ECs, contributes to a leaky EC barrier. Thus, even if PD stimulates the proliferation of peritoneal ECs, the peritoneal vessels are still leaky. Importantly, endothelial PFKFB3 deficiency reverses this endocytosis process, elevates VE‐cadherin levels at EC surface, while increases the trans‐EC electrical resistance, all signs of barrier tightening and monolayer integrity.^9^, ^39^ Given that tightening of EC junctions contributes to vascular barrier integrity,^8^, ^35^ endothelial PFKFB3 inhibition may help to correct the vascular hyperpermeability and thereby restore solute transport in PD.

Third, endothelial PFKFB3 deficiency inhibits monocyte transendothelial migration, contributing to reduced peritoneal inflammation and fibrosis in PD. Hyperglycolytic peritoneal ECs from PD mice have elevated expression of monocyte adhesion molecules. This, combined with the disrupted EC barrier, would promote monocyte recruitment to the peritoneum, contributing to the development of peritoneal fibrosis.^10^, ^15^, ^47^ Indeed, macrophages in these PD mice display selective accumulation in and around peritoneal blood vessels. Notably, endothelial PFKFB3 deficiency lowers EC expression of monocyte adhesion molecules, reduces monocyte adhesion and transmigration across EC monolayers, and attenuates peritoneal macrophage infiltration. The effect of PFKFB3 knockout on reduced monocyte adhesion is related to reduced NF‐κB signalling, as PFKFB3 inhibition reduces levels of the glycolytic product lactate, which stimulates NF‐κB signalling in ECs.^25^ As inflammation drives fibrosis^15^, ^39^ that decreases the osmotic conductance of glucose and thus ultrafiltration in peritoneum,^13^ our findings suggest a role for EC PFKFB3 inhibition in the improved peritoneal function in PD.

Our studies have several important clinical implications. First, the endothelial PFKFB3 could become a therapeutic target to potentially prevent microvascular alterations and peritoneal dysfunction during PD. Most previous studies have focused on targeting angiogenic signals (such as VEGF) to reverse microvascular alterations in PD, which is limited by drug resistance, inadequate efficacy and systemic toxicity.^18^ Our results provide an alternative therapeutic option to induce vascular normalization in PD. As peritoneal ECs in the setting of PD display a unique phenotype with increased proliferation, permeability and inflammation, their quiescence by reducing glycolysis may counteract the active behaviour. Indeed, endothelial deficiency of the glycolytic activator PFKFB3, inhibited PD fluid‐induced increases in peritoneal capillary density, vascular permeability and monocyte extravasation, thereby protecting the peritoneum from the development of structural and functional damages. Also, drugs that block glycolysis may be of therapeutic benefit to patients undergoing PD. For example, the PFKFB3 antagonist PFK158, a 3PO analogue with improved inhibitory potency, might benefit patients with PD, as PFK158 is now in phase 1 safety study in patients with advanced solid malignancies.^48^

Our study also has limitations. First, we characterize the metabolic profile of peritoneal ECs isolated from a part of the mouse peritoneum, the mesentery. Although our findings from mesenteric ECs are corroborated in omentum ECs from ESKD patients on PD and in primary human parietal peritoneal ECs incubated with HG‐CM, the differences between different subsets of peritoneal ECs require further investigation. Second, we cannot rule out the adverse effect of EC PFKFB3 blockade on EC regeneration and repair. Here, EC PFKFB3 deficiency in vivo reduces glycolysis in mouse peritoneal ECs by approximately 33%. This reduction in EC glycolysis does not affect baseline peritoneal microvessel density, nor does it significantly alter EC nitric oxide generation, supporting the notion that PFKFB3 blockade does not lead to EC death, but rather induces proliferating ECs to enter a quiescent state.^20^, ^49^ The compensatory upregulation of other PFKFB isoforms after PFKFB3 deletion might account for the modest effects. Therefore, a dominant adverse effect of PFKFB3 blockade does not seem to play a role in our model. Third, we do not investigate the effect of factors other than VEGF, including epidermal growth factor and protein kinase Cα, which are activated in mesothelial cells during PD and contribute to peritoneal microvascular alterations.^50^, ^51^, ^52^ In addition, we do not measure glucose‐derived metabolites in peritoneal ECs from PD mice by using radio‐labelled glucose. However, we demonstrate increased glucose consumption and lactate excretion in the medium of peritoneal ECs from PD mice, and increased glycolysis measured by glycolytic rate assay in primary HPECs treated with HG‐CM. Finally, only male mice are used in our study. Therefore, gender differences in regulation of EC glycolysis and mechanisms of peritoneal dysfunction cannot be established, and extrapolation to females should be cautious.

In summary, our study demonstrates a hyperglycolytic metabolism in peritoneal ECs in PD mice, which is associated with the development of microvascular alterations and peritoneal membrane damage. Blocking glycolysis in peritoneal ECs, either genetically or pharmacologically, inhibits peritoneal vascularization, reduces vascular permeability and monocyte extravasation in the peritoneum, and thereby protects the peritoneum from the development of structural and functional damages. Maintaining the proper metabolic state of peritoneal ECs is a potential therapeutic goal to prevent or delay the peritoneal dysfunction in PD.

## AUTHOR CONTRIBUTIONS

W.C. conceived the project, analyzed the data, and wrote the manuscript. Z.S., W.S. and Z.Z. performed experiments, analyzed data, and wrote the manuscript. J.L., C.S., Y.Z., Z.H., Z.H., and H.Z. performed experiments, analyzed data. A.C. and Z.Z. analyzed data. W.C. and Z.S. verified the underlying data.

## CONFLICT OF INTEREST STATEMENT

The authors declare no potential conflicts of interest.

## ETHICAL APPROVAL

Studies using human omentum samples were approved by Ethics Committee in the Second Affiliated Hospital of Guangzhou Medical University and conducted in accordance with the Declaration of Helsinki (2021‐hs‐61).

## Supporting information

Supporting Information Click here for additional data file.

Supporting Information Figure S1 PD fluid induces peritoneal fibrosis in mice. Click here for additional data file.

Supporting Information Figure S2 Gene set enrichment analysis shows top 20 upregulated pathways in isolated MPECs from PD fluid‐treated mice compared to those from saline‐treated mice. Click here for additional data file.

Supporting Information Figure S3 ScRNA‐seq data of human peritoneal cells demonstrate significant enhancement of mesothelial–endothelial crosstalk in patients on PD. Click here for additional data file.

Supporting Information Figure S4 Soluble factors from mesothelial cells induce hyperglycolysis in ECs. Click here for additional data file.

Supporting Information Figure S5 Genetic or pharmacological inhibition of EC PFKFB3 lessens peritoneal fibrosis in PD model. Click here for additional data file.

Supporting Information Figure S6 Knockdown of PFKFB3 in ECs reverses the ability of HG‐CM to increase cell proliferation and improves EC barrier tightness. Click here for additional data file.

Supporting Information Figure S7 Genetic inhibition of EC PFKFB3 attenuates endothelial inflammation. Click here for additional data file.

Supporting Information Figure S8 Genetic inhibition of EC PFKFB3 attenuates peritoneal macrophage infiltration. Click here for additional data file.

Supporting Information Figure S9 VEGF released from mesothelial cells upregulates glycolytic gene expression in ECs. Click here for additional data file.

Supporting Information Figure S10 VEGF released from mesothelial cells induces EC glycolysis and dysfunction in HUVECs. Click here for additional data file.

Supporting Information Figure S11 VEGF released from mesothelial cells induces ECs glycolysis and dysfunction in primary HPECs. Click here for additional data file.

Supporting Information Figure S12 Uncropped immunoblots. Click here for additional data file.

Supporting Information Figure S13 Histological sections in Figure 3. Click here for additional data file.

## Data Availability

The sequencing data uploaded in the GSE database under accession number GSE230008. All remaining data used in this study are available in this article.

# Supplementary material for: Hyperglycolysis in endothelial cells drives endothelial injury and microvascular alterations in peritoneal dialysis
**Source:** Clin Transl Med. 2023 Nov 30;13(12):e1498. doi: 10.1002/ctm2.1498
**Supplement:** Supplementary file 1 — Supporting Information

**Hyperglycolysis in endothelial cells drives endothelial injury and microvascular alterations in peritoneal dialysis**

Zekun Si, Wenyan Su, Zhuoyu Zhou, Jinjin Li, Cailing Su, Ying Zhang, Zuoyu Hu, Zhijie Huang, Hong Zhou, Ansheng Cong, Zhanmei Zhou, Wei Cao

**Supplementary material Table of Contents**

Supplemental Methods.

Supplemental Figure 1. PD fluid induces peritoneal fibrosis in mice

Supplemental Figure 2. Gene set enrichment analysis shows top 20 upregulated pathways in isolated MPECs from PD fluid-treated mice compared to those from saline-treated mice

Supplemental Figure 3. ScRNA-seq data of human peritoneal cells demonstrates significant enhancement of mesothelial-endothelial crosstalk in patients on PD

Supplemental Figure 4. Soluble factors from mesothelial cells induces hyperglycolysis in ECs

Supplemental Figure 5. Genetic or pharmacological inhibition of EC PFKFB3 lessens peritoneal fibrosis in PD model

Supplemental Figure 6. Knockdown of PFKFB3 in ECs reverses the ability of HG-CM to increase cell proliferation and improves EC barrier tightness

Supplemental Figure 7. Genetic inhibition of EC PFKFB3 attenuates endothelial inflammation

Supplemental Figure 8. Genetic inhibition of EC PFKFB3 attenuates peritoneal macrophage infiltration

Supplemental Figure 9. VEGF released from mesothelial cells upregulates glycolytic gene expression in ECs

Supplemental Figure 10. VEGF released from mesothelial cells induces EC glycolysis and dysfunction in HUVECs

Supplemental Figure 11. VEGF released from mesothelial cells induces ECs glycolysis and dysfunction in primary HPECs

Supplemental Figure 12. Uncropped immunoblots

Supplemental Figure 13. Histological sections in Figure 3

Supplemental Table 1. Patient characteristics

Supplemental Table 2. List of shRNAs/ siRNAs used to knock down the indicated targets

Supplemental Table 3. List of primers used for real-time PCR

**Supplemental Methods**

**Cell isolation and culture**

***Isolation of*** ***mouse peritoneal*** ***ECs and mesothelial cells***

For isolation of mouse peritoneal ECs,^1^ the mesentery along the small intestine was removed from mice under anesthesia with intraperitoneal (i.p.) injection of sodium pentobarbital (50 mg/kg body weight), and then digested with 0.02% collagenase. The digested solution was centrifuged and cell pellet was resuspended in PBS containing 0.5% BSA. Cells were then stained with antibodies anti-CD45-FITC (103107, Biolegend, CA, USA), anti-CD31-FITC (102407, Biolegend). ECs (CD31+ CD45-) were isolated by fluorescence-activated cell sorting (BD Biosciences, Franklin Lakes, NJ) (Figure S2A).

For isolation of peritoneal mesothelial cells,^2^ the mesentery along the small intestine was digested with 0.25% Trypsin-EDTA. Next, the digested solution was centrifuged and cell pellet was washed and resuspended in PBS containing 0.5% BSA. Mesothelial cells were isolated by fluorescence-activated cell sorting using anti-UPK3B antibody (1:1000, ab128568, Abcam, Cambridge, UK).^2^

Purified mouse peritoneal ECs or mesothelial cells were harvested and analyzed by Real-time PCR or western blot.

***Culture of mouse primary peritoneal ECs***

The mesentery along the small intestine was removed, digested and centrifuged as described above. The cell pellets were resuspended in the EC complete medium containing 5% FBS and 1% EC growth supplement (all from Gibco, Grand Island, NY, USA), and then plated onto a dish coated with gelatin (Sigma).^1^ Adherent ECs were grown to confluence in complete EC medium. Cells of passage 1 and 2 were used for experiments.

***Culture of human primary parietal peritoneal endothelial cells***

Primary human parietal peritoneal endothelial cells (HPECs, human; Procell, Wuhan, China) were cultured in cell media purchased from Procell. Passage 2 and 3 cells were used for experiments.

***Preparation of conditioned medium from human mesothelial cells***

Conditioned medium was prepared from human mesothelial cells that were exposed to high glucose (1.5% glucose, a concentration equivalent to 1.5% human PD fluid; HG-CM) or normal glucose (0.1% glucose; NG-CM), which mimics the *in vivo* peritoneal niche in PD or saline mice. The medium was aspirated, centrifuged, sterile filtered (0.22 μm filter). The glucose concentration in the HG-CM is not significantly different from that in 1.5% glucose solution (HG-CM *versus* 1.5% glucose: 81.39 ± 8.30 mM *versus* 82.23 ± 5.35 mM, *P*> 0.05; Figure S4E). Mesothelial cell-free medium with 0.1% glucose served as normal medium (NM). Mesothelial cell-free medium with 1.5% glucose served as high glucose medium (HM).

***Culture of human umbilical vein endothelial cells***

Human umbilical vein endothelial cells (HUVECs, human; American Type Culture Collection, VA, USA) were cultured in DMEM (5.5mM glucose) supplemented with 10% FBS and 1% penicillin-streptomycin (all from Gibco).

***Culture of human mesothelial cells***

Mesothelial cells (Met-5A, human; American Type Culture Collection) were cultured in Medium 199 supplemented with 10% FBS, 1% Insulin-Transferrin-Selenium, and 1% penicillin-streptomycin (all from Gibco).

**Gene transfection of cultured cells by shRNA or siRNA**

The shRNAs targeting VEGFR2, PFKFB3, HIF1A, VEGFA were synthesized and cloned into a lentiviral vector by Genechem. The lentivirus containing the scrambled nonsense shRNA was used as a negative control. The lentiviral shRNAs were then delivered to ECs as previously described.^3^ Briefly, HUVECs or Met-5A cells were seeded into 6-well plates to reach 60% confluence, and then infected with the shRNAs (50 MOI). After 24 hours, the cells were cultured in puromycin (3.0 g/ml) containing complete medium for a further 72 hours.

The siRNA targeted to VEGFR2 were used to knock down VEGFR2 in HPECs. Cells were seeded in 6-well plates and transfected with VEGFR2 siRNA (100nm, GeneChem) with lipofectamine RNAiMAX (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. In parallel, scrambled siRNA (100 nM) was used as negative controls.

The corresponding sequences are listed in Table S2.

**Single-cell Analysis**

A scRNA-seq data of human peritoneal cells in the GEO database (GSE130888) was analyzed to investigate the mesothelial-endothelial crosstalk in patients on PD. Cells were grouped and annotated by a marker gene set from a previous study.^4^ Gene set variation analysis (GSVA) was further used to explore the pathways involved in the differentially expressed genes (DEGs) in different groups or cell types. The Molecular Signatures Database (MSigDB) v.5.2 (http://software.broadinstitute.org gseamsigdb/indexjsp) was used to get gene sets for boarchallmarkers.

**Measurement of F-2,6-P2 levels**

F-2,6-P2 levels in cell homogenates were measured in isolated mouse peritoneal ECs in the presence of 0.5 mM pyrophosphate and 1 mM fructose 6-phosphate.^5^

**Peritoneal permeability test**

Peritoneal function was measured by modified peritoneal equilibration tests.^6^ Before mice were sacrificed, 3 ml of 4.25% PD fluid was intraperitoneally injected. Dialysate and blood samples were collected at 0 hour and 2 hours of dwell time. The concentrations of glucose and urea nitrogen in the dialysate and plasma were measured using an automatic biochemical analyzer (Beckman, CA, USA). The peritoneal permeability to glucose was expressed as the ratio of glucose concentration in 2-hour peritoneal dialysate to 0-hour peritoneal dialysate (D/D_0_). The peritoneal permeability to blood urea nitrogen was expressed as the ratio of urea nitrogen concentration in dialysate to plasma at 2 hours (D/P). The net ultrafiltration was calculated by removal of 3 ml from the 2-hour dialysate volume.

**Peritoneum histological procedures**

Under anesthesia with sodium pentobarbital (50 mg/kg body weight, i.p.), mice were transcardially perfused, first with PBS and then with 4% paraformaldehyde.^7^ The parietal peritoneal tissues were isolated, embedded in paraffin, and sectioned at a thickness of 4 μm. Peritoneal fibrosis was assessed on paraffin sections processed for Masson’s trichrome staining. The degree of fibrosis was calculated by the thickness of fibrotic (blue-stained) area in each section.

**Immunostaining**

Immunostaining was performed as previously described.^7^ Briefly, paraffin sections (4 µm) or 4% paraformaldehyde-fixed cells were labeled with primary antibodies at 4°C for 1 day and then reacted with respective secondary antibodies (Thermo Fisher Scientific, MA, USA) at 37°C for 1 hour. Sections or paraformaldehyde-fixed cells were visualized under a Leica confocal microscope (Leica TCS SP2 AOBS, IL, USA). Primary antibodies used were listed as follows: anti-CD31 (1:50, AF3628, R&D Systems, MN, USA), α-SMA (1:50, BM0002, Boster), anti-CD45 (1:50, ab282747), anti-VE-cadherin (1:50, ab205336), anti-ICAM1 (1:50, ab171123), anti-UPK3B (1:50, ab237778) (all from Abcam), anti-F4/80 (1:50, 70076, Cell Signaling Technology, MA, USA) antibody.

**Liquid chromatography-mass spectrometry (LC/MS)**

Intracellular metabolite levels were determined using Liquid chromatography-mass spectrometry.^8^ Briefly, metabolites in the 200 μL cell sample were extracted with 600 μL methanol. Proteins in the extracted fluid were then pelleted by centrifugation at 14,000rpm for 15 minutes at 4°C. The supernatant was dried under nitrogen stream, resuspended with 100 μL of 50% methanol, and then centrifuged at 14000rpm for 15 minutes at 4°C.The final supernatant was transferred to LC/MS vials.

Metabolite analysis was performed using an ultra-high-performance liquid chromatography coupled with Q-Exactive hybrid Orbitrap mass spectrometry (UHPLC-QE-Orbitrap-MS) (Thermo Fisher Scientific). Briefly, 5 μl of sample was injected on a ACQUITY UPLC BEHC18 column (WATERS). The flow was kept constant at 300 μl/min at the column was placed at 40°C throughout the analysis. The MS (Q-Exactive ORBITRAP, Thermo) operated in full (negative) scan using a spray voltage of 3.5 kV, capillary temperature of 320°C, sheath gas at 35.0, auxiliary gas at 10.0. For Full scan, AGC target was set at 3e6 using a resolution of 70.000.

**Real-time energy metabolism assessment**

Cells were seeded onto Seahorse XF96 polystyrene tissue culture plates (Seahorse Bioscience) at the density of 1 ×10^4^ cells/well, and incubated overnight at 37°C.^2^ Glycolytic activity (indicated by ECAR) was studied using the Seahorse Bioscience XFe96 Extracellular Flux Analyzer for the XF Glycolysis Stress Test according to the manufacturer’s instructions (Agilent Technologies, CA, USA).

Glycolytic rate was performed using the glycolytic rate assay kit from Agilent Technologies and was analyzed by sequentially adding pharmacological inhibitors of oxidative phosphorylation, namely rotenone/antimycin A (0.5 μM) and 2-DG (50 mM).^9^

**CCK8 assay**

Cells were seeded into 96-well plates at a density of 3 × 10^3^ cells per well. Cell viability was measured at the indicated time points, using a Cell Counting Kit (CCK8, Dojindo, Japan) according to the manufacturer’s instructions. Absorbance at 450 nm was measured using a multifunctional microplate reader (Bio-Rad Laboratories, Hercules, CA).

**EdU incorporation assay**

ECs were stained with the Click-iT Plus EdU Alexa Fluor 488 Imaging Kit according to the manufacturer’s instructions (Invitrogen). Stained specimens were viewed under a Leica TCS confocal microscope equipped with a digital camera. Quantification of EdU-positive cells was performed using Image J software (NIH, USA).

**Cell-cycle analysis using flow cytometry**

ECs were washed with cold PBS and then stained with the FxCycle PI/RNase Staining Solution (Invitrogen) according to the manufacturer’s instructions. Cell cycle distribution was evaluated using a FACSCanto II Flow cytometry (Becton Dickinson, CA, USA). The percentage of cells in each phase of the cell cycle was determined using the ModFit LT5.0 software (Verity Software House, USA).

***In vitro* tube formation assay**

Tube formation of ECs was determined as previously described.^10^ Briefly, HUVECs (4 × 10^4^ cells) were suspended and seeded on a 24-well plate (300 μl/well) coated with matrigel matrix (Becton Dickinson). After 6 hours of incubation at 37 °C, tube formation of ECs was observed under a Leica TCS confocal microscope equipped with a digital camera. Five random fields per sample were photographed at 200× magnification.

**Scratch wound migration assay**

A scratch wound was applied on a confluent cell monolayer using a 200 µl tip. After scratch wounding and photography at time zero (T0), the cultures were stimulated by indicated treatments in the presence of Mitomycin C (Sigma-Aldrich) to block proliferation, and photographed again at 48 hours (T48). Migration distance (gap area at T0 minus gap area at T48) was measured using the NIH Image J software.

***In vivo* vascular permeability assay**

Vascular permeability of the mouse peritoneum was measured using Evans blue dye with minor modifications.^11^ Briefly, 2 hours after tail vein injection of Evans blue (0.5% dissolved in sterile PBS), mice received an intraperitoneal injection of cold PBS (2ml). The peritoneal fluid was then collected and centrifuged at 2500 rpm for 10 minutes. Evans blue in the peritoneal fluid was quantified by spectrophotometric analysis at 620 nm. An equal volume of PBS was used as a blank control.

**VE-cadherin endocytosis assay**

To visualize internalized VE-cadherin,^12^ ECs were incubated with anti-VE-cadherin antibody (sc-52751, Santa Cruz Biotechnology, Dallas, TX, USA) in the presence of 150 µM of the lysosomal inhibitor chloroquine (Sigma-Aldrich) at 37°C for 4 hours. To remove cell surface-bound antibody, the HUVECs were then exposed to mild acid buffer (2 mM PBS-glycine, pH 2.0, for 10 minutes) and washed twice with PBS. Next, the cells were fixed with 4% PFA, incubated with an Alex fluor 488-labeled secondary antibody (Thermo Fisher Scientific) at 37°C for 1 hour, and detected with a Leica confocal microscope.

***In vitro* endothelial permeability assay**

Paracellular permeability was assessed in a transwell system (Corning, Union City, CA, USA) by measuring the flux of FITC-dextran across the EC monolayer.^10^ Briefly, the EC monolayer was stimulated with indicated treatments in the upper chamber. Then, 100 µl of PBS containing FITC-dextran (1 mg/ml, Thermo Fisher Scientific) was added to the upper chamber and 500 µl of PBS was added to the lower chamber. After 1 hour of incubation, the concentration of FITC-dextran transferred to the lower chamber was determined using a multimode microplate reader (Agilent) with excitation and emission wavelengths of 492 and 520 nm, respectively.

**Transendothelial electrical resistance (TEER) measurement**

TEER, which reflects the paracellular permeability of endothelial monolayers, was measured using established protocols.^13^ Briefly, ECs were grown to confluence on gelatin-coated gold electrodes. After recording the resistance value at time zero, cells were stimulated with indicated treatments and the TEER was measured again (ECIS system, Applied Biophysics, Troy, NY, USA). Data were presented as changes in TEER after treatments.

**Monocyte adhesion assay**

Monocyte adhesion assay was performed according to an established protocol.^14^ Briefly, THP-1 cells labeled with Calcein-AM (Thermo Fisher Scientific) were seeded on the EC monolayer for 30 minutes. Adherent THP-1 cells were visualized by fluorescence microscopy and quantified manually (a minimum of 5 fields/well were quantified).

**Assessment of nitric oxide production**

Cellular nitric oxide (NO) production was measured using the Total Nitric Oxide Assay Kit (Beyotime, Shanghai, China) accordingly to manufactory’s instruction. The optical densities at 540 nm wavelength were recorded using a DTX 880 Multimode Detector and the concentrations of NO were calculated according to the standard curve.^15^

**Intracellular ROS measurement**

The intracellular ROS levels were determined using a ROS Assay Kit (Beyotime) accordingly to manufactory’s instruction. Briefly, the cells were treated under different conditions and incubated with 2′,7′-Dichlorodihydro-fluorescein diacetate (DCFH-DA, with excitation and emission spectrum peak wavelengths of 488 nm/525 nm) for 30 min at 37 ℃. Then, cells were analyzed on a Synergy™ HTX Multi-Mode Microplate Reader (Agilent).

**Measurement of ATP**

Intracellular ATP content was determined using the Enhanced ATP Assay Kit (Beyotime) following the manufacturer’s instructions.

**Glucose consumption and lactate secretion**

Medium from mouse peritoneal ECs were collected after 48 hours. Glucose concentration in the medium was determined using an automatic biochemical analyzer (AU5831; Backman Coulter, CA). Lactate levels in the medium was determined using a L-Lactate Assay Kit (Cayman, MI, US).

**Western blot analysis**

Lysates of tissues or cells were prepared, and western blots were performed^16^ with the following primary antibodies: anti-collagen I (1:500, BA0325, Boster, Wuhan, China), anti-fibronectin (1:1000, 15613-1-AP, ProteinTech, IL, USA), anti-PFKFB3 (1:1000, ab181861), anti-VEGFR2 (1:1000, ab134191), anti-UPK3B (1:1000, ab237778) (all from Abcam), anti-CDK4 (1:1000, AF5254, R&D System), anti-VE-cadherin (1:250, sc-52751, Santa Cruz Biotechnology), anti-Clathrin (1:1000, 4796), p65 (1:1000, [8242](https://www.cellsignal.cn/products/primary-antibodies/nf-kb-p65-d14e12-xp-rabbit-mab/8242?site-search-type=Products&N=4294956287&Ntt=p65&fromPage=plp)), p-p65 (1:1000, 3033) (all from Cell Signaling Technology) antibody followed by specific secondary antibodies (LICOR, NE, USA). β-actin antibody (1:1000, GTX109639, GeneTex, San Antonio, TX, USA) was used as loading controls. Band densitometry was performed using ImageJ software (NIH, USA).

**Co-immunoprecipitation assay**

Immunoprecipitations were performed as previously described.^17^ Briefly, cell lysates were immunoprecipitated by antibody against PFKFB3 (1:100, Abcam) or Clathrin (1:100, Santa Cruz Biotechnology). Immune complexes were washed five times with lysis buffer and then analyzed by western blot.

**Real-time PCR**

Total RNA was isolated from cells or tissues using TRIzol reagent (Invitrogen), or RNeasy Plus Micro Kit (Qiagen, Hilden, Germany). Real-time PCR was performed using TaKaRa SYBR® Premix Ex Taq^TM^ II kit (Takara Biotechnology, Shiga, Japan), with β-actin serving as the internal control. The primers used were listed in Table S3.

**Enzyme-linked immunosorbent assay (ELISA)**

VEGFA concentrations in supernatants of cultured cells were detected using an ELISA kit (Raybiotech, Norcross, GA, USA) according to manufacturer’s instruction.

**REFERENCES**

1. Snead MD, Papapetropoulos A, Carrier GO, Catravas JD. Isolation and culture of endothelial cells from the mesenteric vascular bed. *Methods in Cell Science.* 1995;17(4)**:** 257-262.

2. Si M, Wang Q, Li Y, et al. Inhibition of hyperglycolysis in mesothelial cells prevents peritoneal fibrosis. *Sci Transl Med.* 2019;11(495).

3. Yao J, Wu XY, Yu Q, et al. The requirement of phosphoenolpyruvate carboxykinase 1 for angiogenesis in vitro and in vivo. *Sci Adv.* 2022;8(21)**:** n6928.

4. Su W, Hu Z, Zhong X, et al. Restoration of CPT1A-mediated fatty acid oxidation in mesothelial cells protects against peritoneal fibrosis. *Theranostics.* 2023;13(13)**:** 4482-4496.

5. Cao Y, Zhang X, Wang L, et al. PFKFB3-mediated endothelial glycolysis promotes pulmonary hypertension. *Proc Natl Acad Sci U S A.* 2019;116(27)**:** 13394-13403.

6. Shi Y, Tao M, Wang Y, et al. Genetic or pharmacologic blockade of enhancer of zeste homolog 2 inhibits the progression of peritoneal fibrosis. *J Pathol.* 2020;250(1)**:** 79-94.

7. Cao W, Wu L, Zhang X, et al. Sympathetic Overactivity in CKD Disrupts Buffering of Neurotransmission by Endothelium-Derived Hyperpolarizing Factor and Enhances Vasoconstriction. *J Am Soc Nephrol.* 2020;31(10)**:** 2312-2325.

8. Cantelmo AR, Conradi LC, Brajic A, et al. Inhibition of the Glycolytic Activator PFKFB3 in Endothelium Induces Tumor Vessel Normalization, Impairs Metastasis, and Improves Chemotherapy. *Cancer Cell.* 2016;30(6)**:** 968-985.

9. Zhang Y, Shan P, Srivastava A, Li Z, Lee PJ. Endothelial Stanniocalcin 1 Maintains Mitochondrial Bioenergetics and Prevents Oxidant-Induced Lung Injury via Toll-Like Receptor 4. *Antioxid Redox Signal.* 2019;30(15)**:** 1775-1796.

10. Yang K, Fan M, Wang X, et al. Lactate induces vascular permeability via disruption of VE-cadherin in endothelial cells during sepsis. *Sci Adv.* 2022;8(17)**:** m8965.

11. Yang X, Yan H, Jiang N, et al. IL-6 trans-signaling drives a STAT3-dependent pathway that leads to structural alterations of the peritoneal membrane. *Am J Physiol Renal Physiol.* 2020;318(2)**:** F338-F353.

12. Gong H, Rehman J, Tang H, et al. HIF2alpha signaling inhibits adherens junctional disruption in acute lung injury. *J Clin Invest.* 2015;125(2)**:** 652-664.

13. Tiruppathi C, Malik AB, Del VP, Keese CR, Giaever I. Electrical method for detection of endothelial cell shape change in real time: assessment of endothelial barrier function. *Proc Natl Acad Sci U S A.* 1992;89(17)**:** 7919-7923.

14. Yang Q, Xu J, Ma Q, et al. Disruption of endothelial Pfkfb3 ameliorates diet-induced murine insulin resistance. *J Endocrinol.* 2021;250(3)**:** 93-104.

15. Jing C, Zhang G, Liu Z, et al. Peroxidasin promotes diabetic vascular endothelial dysfunction induced by advanced glycation end products via NOX2/HOCl/Akt/eNOS pathway. *Redox Biol.* 2021;45(102031.

16. Cao W, Li A, Wang L, et al. A Salt-Induced Reno-Cerebral Reflex Activates Renin-Angiotensin Systems and Promotes CKD Progression. *J Am Soc Nephrol.* 2015;26(7)**:** 1619-1633.

17. Su H, Yang Z, Zhang Y, et al. Neural and central mechanisms of kidney fibrosis after relief of ureteral obstruction. *iScience.* 2023;26(4)**:** 106338.

**Figure legends**

**Supplemental Figure 1. PD fluid induces peritoneal fibrosis in mice**

(A) Fibrosis in the mesentery presented by Masson’s trichrome staining (Scale bar, 50 μm). One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (B) mRNA levels of *Fn1* and *Col1a1* in the mesentery. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (C) The peritoneal permeability of glucose (D/D_0_ glucose) examined by modified peritoneal equilibration test. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (D) Immunostaining of the mesentery for CD31 and UPK3B (marker of mesothelial cell). Scale bar, 100 μm. (E) Expression of UPK3B in homogenates of mesentery. Error bars, mean ± SD (n=6 mice in each group).

**Supplemental Figure 2.** **Gene set enrichment analysis shows top 20 upregulated pathways in isolated MPECs from PD fluid-treated mice compared to those from saline-treated mice**

(A) The schematic diagram of sorting MPECs by fluorescence-activated cell sorting from mouse peritoneum. (B) The top 20 KEGG pathways ranked by normalized enrichment scores identified by gene set enrichment analysis of MPECs from PD fluid-treated mice compared to saline-treated mice. (C) Heatmap analysis showing transcript levels of nucleotide metabolism, amino acid metabolism and carbohydrate metabolism-related genes in RNA sequencing data of isolated MPECs. (D) mRNA levels of genes involved in glycolysis in isolated MPECs. *t* test, **P*<0.05. (E) Protein levels of genes involved in glycolysis in isolated MPECs. *t* test, **P*<0.05. (F) Glucose consumption and lactate excretion in the medium of MPECs from PD fluid- and saline-treated mice. *t* test, **P*<0.05. Error bars, mean ± SD (n=6 mice in each group).

**Supplemental Figure 3. ScRNA-seq data of human peritoneal cells demonstrates significant enhancement of mesothelial-endothelial crosstalk in patients on PD**

(A) t-Distributed Stochastic Neighbor Embedding (tSNE) shows single-cell populations from the normal peritoneum (normal, n = 3) and from effluent of patients on PD (ST-PD, n = 6; LT-PD, n = 4) separately using scRNA-seq data GSE130888. (B) GSVA analysis demonstrating enrichment of gene sets involved in angiogenesis in the scRNA-seq data stratified by cell type. (C) GSVA analysis demonstrating enrichment of gene sets involved in angiogenesis in the mesothelial population stratified by patient group.

**Supplemental Figure 4. Soluble factors from mesothelial cells induces hyperglycolysis in ECs**

(A) Cell viability measured by CCK-8 assay in HUVECs treated with different concentrations of glucose (1.5-4.25%, concentrations equivalent to 1.5-4.25% human PD fluids). One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (B) Cell viability measured by CCK-8 assay in HUVECs treated with different concentrations of mannitol (1.5-4.25%). One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (C) mRNA levels of key glycolytic genes in HUVECs treated with 1.5% glucose. *t* test. (D) mRNA levels of key glycolytic genes in HUVECs treated with 1.5% mannitol. *t* test. (E) The glucose concentration in 1.5% glucose and HG-CM. *t* test; ns, no significance. (F) Cell viability measured by CCK-8 assay in HUVECs treated with NM, NG-CM, or HG-CM with glucose concentrations at 1.5-4.25%. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (G) mRNA levels of key glycolytic genes in HUVECs treated with NM, NG-CM or HG-CM (1.5% glucose). One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (H) ECAR determined by Glycolysis Stress assay in HUVECs. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (I) Knockdown of PFKFB3 in HUVECs markedly reduced the elevation of ECAR stimulated by HG-CM. *t* test; *, *P*<0.05. Error bars, mean ± SD (n=6 cell samples in each group).

**Supplemental Figure 5. Genetic or pharmacological inhibition of EC PFKFB3 lessens peritoneal fibrosis in PD model**

(A) PD fluid-induced upregulation of fibronectin (FN) and collagen (Co) I in peritoneal tissue was markedly attenuated in *Pfkfb3*^ΔEC^ mice. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (B) Pharmacological inhibition of PFKFB3 by 3PO treatment starting from day 1 of PD fluid administration, reduced PD fluid-induced upregulation of FN and Co I in mouse peritoneal tissue. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (C-E) Treatment with 3PO, initiated after 3 weeks of PD fluid administration, attenuated PD fluid-induced upregulation of *Fn1* and *Col1a1* mRNA (C) and improved ultrafiltration volume (D), D/D_0_ glucose and D/P of BUN (E) at week 6. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. Error bars, mean ± SD (n=6 mice in each group).

**Supplemental Figure 6. Knockdown of PFKFB3 in ECs reverses the ability of HG-CM to increase cell proliferation and improves EC barrier tightness**

(A) GSEA plots demonstrating ES for migration pathway in RNA sequencing data of isolated MPECs. (B) F2,6-P2 levels in MPECs from mice treated with 3PO or DMSO. *t* test; *, *P*<0.05. (C) Immunofluorescence staining for CD31 (green) in the mesentery from PD mice and PD mice treated with 3PO. Quantitative data showing the vascular density/ field. Scale bar, 50 μm. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (D) Primary HPECs transfected with siPFKFB3 or negative control (NC) were incubated with HG-CM for 24 hours. EdU incorporation images and percentage of EdU-positive cells were shown. Scale bar, 100 μm. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (E) CCK-8 assay showing cell viability in primary HPECs. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (F and G) Treatment of HUVECs with HG-CM (*versus* NM) for 24 hours increased the binding of PFKFB3 to CDK4 (F) and upregulated the CDK4 expression (G). Knockdown of PFKFB3 in HUVECs inhibited the upregulation of CDK4 stimulated by HG-CM (G). One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (H) Knockdown of PFKFB3 did not significantly affect nitric oxide (NO) generation in HUVECs. *t* test. (I) Primary HPECs transfected with siPFKFB3 or NC were incubated with HG-CM for 24 hours. VE-cad protein levels were shown. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (J) *In vitro* permeability assay using FITC-dextran demonstrating permeability of primary HPECs. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (K) Transendothelial electrical resistance (TEER) in primary HPECs. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (L) ATP levels in shPFKFB3- or NC-transfected HUVECs after incubation with HG-CM. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (M) ROS levels in HUVECs. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (N) TEER in HUVECs incubated with 1.5% glucose or mannitol. *t* test; *, *P*<0.05. Error bars, mean ± SD (n=6 cell samples in each group).

**Supplemental Figure 7. Genetic inhibition of EC PFKFB3 attenuates endothelial inflammation**

(A) Protein levels of ICAM1 and VCAM1 in MPECs from PD fluid- and saline-treated mice. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (B) mRNA levels of ICAM1 and VCAM1 in siPFKFB3- or NC-transfected primary HPECs after incubation with HG-CM. (C) Phosphorylation of NF-κB subunit p65 in shPFKFB3- or NC-transfected HUVECs after incubation with HG-CM. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (D) Protein levels of ICAM1 and VCAM1 in shPFKFB3- or NC-transfected HUVECs after incubation with HG-CM. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (E) VCAM1 mRNA level in HUVECs treated with 1.5% glucose or mannitol. *t* test. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. Error bars, mean ± SD (n=6 cell samples in each group).

**Supplemental Figure 8. Genetic inhibition of EC PFKFB3 attenuates peritoneal macrophage infiltration**

(A) UMAP plots demonstrating the expression of CD14, HLA-DRB1, CD68, and ITGAM (CD11b) in human macrophage population selected from Figure S3A. The color gradient is based on the normalized gene expression. (B) UMAP plots demonstrating the expression of CD14, CD36, Adgre1 (F4/80), and Itgam (CD11b) in mouse macrophage population selected from scRNA-seq data of mouse peritoneal cells (GSE 139999). The color gradient is based on the normalized gene expression. (C) Immunostaining of mesentery sections for UPK3B (green) and F4/80 (red). Scale bar, 100 μm. (D) Immunostaining of parietal peritoneum sections for α-SMA (green) and F4/80 (red). Scale bar, 100 μm. Error bars, mean ± SD (n=6 mice in each group).

**Supplemental Figure 9. VEGF released from mesothelial cells upregulates glycolytic gene expression in ECs**

(A) Cell viability measured by CCK-8 assay in HUVECs treated with NM, HG-CM or boiled HG-CM. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (B) mRNA levels of key glycolytic genes in HUVECs treated with NM, HG-CM or boiled HG-CM. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (C) *Vegfa* mRNA levels in MPECs from *Pfkfb3*^WT^ and *Pfkfb3*^ΔEC^ mice. *t* test; ns, no significance. (D) PFKFB3 mRNA levels in HUVECs treated with or without VEGFA. *t* test*, *P*<0.05. (E) VEGFA content in cultured medium of human mesothelial line Met-5A cells treated with normal glucose (NG, 0.1%) or high glucose (HG, 1.5%). *t* test; *, *P*<0.05. (F) HIF1A mRNA levels in shHIF1A- or NC-transfected Met-5A cells. *t* test; *, *P*<0.05. (G) VEGFA content in cultured medium of shHIF1A- or NC-transfected Met-5A cells. *t* test; *, *P*<0.05. (H) Protein levels of PFKFB3 in HUVECs after incubation with HG-CM from shHIF1A- (shHIF1A_HG-CM) or NC- (NC_HG-CM) transfected Met-5A cells. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (I) VEGFA mRNA levels in shVEGFA- or NC-transfected Met-5A cells. *t* test; *, *P*<0.05. (J) VEGFA content in cultured medium of shVEGFA- or NC-transfected Met-5A cells. *t* test; *, *P*<0.05. Error bars, mean ± SD (n=6 cell samples in each group).

**Supplemental Figure 10. VEGF released from mesothelial cells induces EC glycolysis and dysfunction in HUVECs**

(A) Incubation of HUVECs with a VEGF receptor 2 inhibitor (VEGFR2i, ZM 323881 HCl, 10nM) reduced the upregulation of ECAR stimulated by HG-CM. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (B) VEGFR2i administration in HUVECs inhibited the upregulation of PFKFB3 mRNA level stimulated by HG-CM. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (C) Knockdown of VEGFR2 by shVEGFR2 in HUVECs inhibited the upregulation of ECAR stimulated by HG-CM. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (D) Knockdown of VEGFR2 in HUVECs reduced HG-CM-induced upregulation of PFKFB3. One-way ANOVA followed by Bonferroni test; *, *P*<0.05. (E-G) Knockdown of VEGFR2 in HUVECs reduced HG-CM-induced increase in cell viability (E), improved TEER (F), and decreased mRNA levels of ICAM1 and VCAM1 (G). One-way ANOVA followed by Bonferroni test; *, *P*<0.05. Error bars, mean ± SD (n=6 cell samples in each group).

**Supplemental Figure 11. VEGF released from mesothelial cells induces ECs glycolysis and dysfunction in primary HPECs**

(A-E) Knockdown of VEGFA in human mesothelial cells reduced the HG-CM-induced increase in ECAR (A) and PFKFB3 expression (B) in HPECs. This reduced glycolysis was associated with reduced cell viability (C), improved TEER (D), and decreased expression of VCAM1 and ICAM1 (E). One-way ANOVA followed by Bonferroni test; *, *P*<0.05. shVEGF_HG-CM, HG-CM from shVEGF-transfected Met-5A cells; NC_HG-CM, HG-CM from NC-transfected Met-5A cells. (F-J) Incubation of HPECs with VEGFR2i reduced the HG-CM-induced increase in ECAR (F) and PFKFB3 expression (G). This reduced glycolysis was associated with reduced cell viability (H), improved TEER (I), and decreased expression of VCAM1 and ICAM1 (J). One-way ANOVA followed by Bonferroni test; *, *P*<0.05. Error bars, mean ± SD (n=6 cell samples in each group).

**Supplemental Figure 12. Uncropped immunoblots**

**Supplemental Figure 13. Histological sections in Figure 3**

**Supplemental Table 1. Patient characteristics**

|  | ESKD  (n=3) | ESKD on PD  (n=3) | | *P* value |
| --- | --- | --- | --- | --- |
| Age (years) | 57±7 | 61±10 | 0.72 | |
| Scr (umol/L) | 763.0±241.1 | 864.7±236.6 | 0.63 | |
| Kt/V | / | 1.8±0.4 | / | |

ESKD on PD, ESKD patients with PD failure; ESKD, age- and serum creatinine-matched ESKD patients. Continuous data are expressed as mean ± SE. ESKD, end stage kidney disease; PD, peritoneal dialysis; Scr, serum creatinine; Kt/V, urea clearance index.

**Supplemental Table 2. List of shRNAs/ siRNAs used to knock down the indicated targets**

| **Target gene** | **sense** | **antisense** |
| --- | --- | --- |
| *PFKFB3* | GGGACUUGUCGCUGAUCAATT | UUGAUCAGCGACAAGUCCCTT |
| *VEGFR2* | GCAAGAGAAAUGAAUUUGUTT | ACAAAUUCAUUUCUCUUGCTT |
| *HIF1α* | GCCGAGGAAGAACUAUGAATT | UUCAUAGUUCUUCCUCGGCTT |
| *VEGFA* | GGAGUACCCUGAUGAGAUCTT | GAUCUCAUCAGGGUACUCCTT |

**Supplemental Table 3. List of primers used for real-time PCR**

| **Gene** | **Forward (5’->3’)** | **Reverse (5’->3’)** |
| --- | --- | --- |
| *PFKFB3* | CGACCCCGACAAATGCGACAG | GTACACGATGCGGCTCTGGATG |
| *PFKP* | GCATGGGTATCTACGTGGGG | CTCTGCGATGTTTGAGCCTC |
| *HK1* | GCTCTCCGATGAAACTCTCATAG | GGACCTTACGAATGTTGGCAA |
| *LDHA* | ATGGCAACTCTAAAGGATCAGC | CCAACCCCAACAACTGTAATCT |
| *KDR* | AGGGAGTCTGTGGCATCTGAAGG | GTGGTGTCTGTGTCATCGGAGTG |
| *ICAM1* | GTCACCTATGGCAACGACTCCTTC | AGTGTCTCCTGGCTCTGGTTCC |
| *VCAM1* | TCTCATTGACTTGCAGCACCACAG | CCTCATTCGTCACCTTCCCATTCAG |
| *SELE* | GCACATCTCAGGGACAATGGACAG | CATCCTTCAGGACAGGCGAACTTG |
| *HIF1A* | AGTTCCGCAAGCCCTGAAAGC | GCAGTGGTAGTGGTGGCATTAGC |
| *VEGFA* | CTGCTGTAACGATGAAGCCCTG | GCTGTAGGAAGCTCATCTCTCC |
| *ACTB* | GCACTCTTCCAGCCTTCCTTCC | GCGGATGTCCACGTCACACTTC |
| *Pfkfb3* | CGCTCCACACTGTCCTGAAACTG | GGAAGGTCTGACTACACTGGCAAAG |
| *Pfkp* | GAAACATGAGGCGTTCTGTGT | CCCGGCACATTGTTGGAGA |
| *Hk1* | CGGAATGGGGAGCCTTTGG | GCCTTCCTTATCCGTTTCAATGG |
| *Aldoa* | CGTGTGAATCCCTGCATTGG | CAGCCCCTGGGTAGTTGTC |
| *Eno2* | AGGTGGATCTCTATACTGCCAAA | GTCCCCATCCCTTAGTTCCAG |
| *Ldha* | TGTCTCCAGCAAAGACTACTGT | GACTGTACTTGACAATGTTGGGA |
| *G6pdx* | CACAGTGGACGACATCCGAAA | AGCTACATAGGAATTACGGGCAA |
| *Aprt* | CCCTCTTGAAAGACCCGGAC | TCCAGAGAATAGGAGGCTGAC |
| *Pnp* | ATCTGTGGTTCCGGCTTAGGA | TGGGGAAAGTTGGGTATCTCAT |
| *Uck2* | CTTCCGTTTGTGCTAAGATCGT | GTGAGGACTCGGTAGAAGCTAT |
| *Vegfa* | ACCCACGACAGAAGGAGAGCAG | CACAGGACGGCTTGAAGATGTACTC |
| *Icam1* | GTGATGCTCAGGTATCCATCCA | CACAGTTCTCAAAGCACAGCG |
| *Vcam1* | GCTTCAAGAGGGTGGTGCTGTG | GCAATTAAGGTGAGGGTGGCATTTC |
| *Sele* | GCTCCAGGTGAACCAAACAACAAAC | CGTCATTCCACATGCCCGAGTC |
| *Pgam1* | TCTGTGCAGAAGAGAGCAATCC | CTGTCAGACCGCCATAGTGT |
| *Hk1* | CGGAATGGGGAGCCTTTGG | GCCTTCCTTATCCGTTTCAATGG |
| *Hk2* | TGATCGCCTGCTTATTCACGG | AACCGCCTAGAAATCTCCAGA |
| *Hk3* | CTGAGTCAAGGCTGTATCCTCC | TGCACCAGTTCAGCATCTGAGG |
| *Col1a1* | CCTCAGGGTATTGCTGGACAAC | CAGAAGGACCTTGTTTGCCAGG |
| *Fn1* | CCCTATCTCTGATACCGTTGTCC | CCCTATCTCTGATACCGTTGTCC |
| *Actb* | GTGACGTTGACATCCGTAAAGA | GCCGGACTCATCGTACTCC |

How the deposited data were processed for this re-analysis (not part of the article)

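Transcript levels were measured by RNA sequencing of peritoneal ECs isolated from 3 saline mice and 3 PD mice at 6 weeks, with 4.25% glucose PD fluid in the PD group. The 6 libraries were grouped by treatment as the sample labels give it, and 0 columns of sample values were left unmatched. The authors deposited a table of 22183 genes with the read count of each gene in each mouse, without normalization. The same table holds the FPKM values that the authors computed for each mouse, and the mean FPKM of each group, in which the authors set zeros to a small constant. It also holds the authors' log2 ratio of the group means, which was compared with the values computed from the counts. The p-value and FDR of the authors' test are given for each gene, and the paper's methods name limma for differential expression without a threshold or covariate. The aligner, the counting tool, the genome build and the annotation are not named in the paper's text, its supplement or the sample labels. FPKM values and the authors' test results were not used for any test here.

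Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes were filtered with edgeR's filterByExpr, which kept 14005, scaled by TMM and tested with edgeR's quasi-likelihood test of PD fluid against saline, with no covariate and an adjusted p threshold of 0.05 after Benjamini-Hochberg adjustment. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Gene sets were tested by preranked enrichment with fgsea on the signed square root of that statistic, with 10000 simple permutations and p adjusted over the 10 sets. The sets came from the mouse Reactome collection supplied with fgsea, in which 6824 of 7111 Entrez identifiers (96%) matched the table through the GENCODE M21 annotation, from a hand-written list for endocytosis, and as alternatives from other hand-written lists and from the annotation columns of the deposited table. Marker scores are the mean of log2(CPM + 1) over each list of cell type markers and were compared by two-sided exact permutation tests, for which 3 mice against 3 allow no p under 0.1. Total counts per mouse ran from 21973426 to 26374292, so a gene at 3 counts or fewer in every mouse of a group was treated as at the floor of detection.

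The genes named are those in the heatmaps of Figures 1G, 4A, 5A and 6A, those named in the paper's text, the cell type markers, and the 5 genes with the largest change in each direction among those past the threshold with a mean of at least 10 counts and no overlap between the groups. On simulated counts drawn from the means and library sizes of the real samples, with 200 genes changed by known amounts, edgeR recovered 183 of the 198 changed genes that passed the filter (92.4%), and 12 unchanged genes were called (6.2% of calls). None of these calls had the wrong sign. The simulated changes were evenly up and down, with the same dispersion for every gene. In the data, 8246 of 14005 genes were called, and 89.5% of the calls of at least 2-fold were higher. The simulation therefore does not test TMM scaling under so wide and uneven a shift. In the simulated ranking of 13977 genes, a set of 60 genes, 40 of them raised, had an NES of 3.47. The alternatives tried were the replicate number as a block, no filter on low counts, DESeq2, limma-voom, a fold change of at least 2, ranking by log2 fold change, other gene lists, and leaving out each mouse in turn. Corrections for GC content and gene length, scaling to 12 endothelial marker genes, and leaving the acinar genes out of the ranking were added after seeing the data. The endothelial marker scaling was not used for gene sets, since it places most genes below 0. Migration was not analysed here, and neither were the genes of Figure S2C.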

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

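The tests of acinar, macrophage, B cell and stress genes in this part were chosen only after the results were seen; those of leukocyte, mesothelial and fibroblast markers were not.

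The largest rises among genes past the threshold with non-overlapping groups and a mean of at least 10 counts were in genes of pancreatic acinar cells, which the paper does not discuss. Amy2a2, Amy2a3 and Amy2a4, paralogs listed with identical counts and so not separable, had a log2 fold change of 14.84 each, from 2 to 3 counts in the saline mice to between 59702 and 81819 in the PD mice, the mean of the PD mice being at least 23900-fold higher than the floor of 3 counts. Cela2a had one of 12.39, and Reg1, at 0 to 2 counts in the saline mice, one of 12.18, with a mean in the PD mice at least 1730-fold higher than that floor. The mean log2 level of 33 acinar genes rose by 7.34 (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow, 0.108 after adjustment over 13 marker lists), and these genes held 2.71% of all counts in PD mice against 0.00116% in saline mice. The rise is far larger than the median shift of -0.97 that the endothelial marker scaling gives, and sharing of reads between the amylase genes cannot explain Cela2a or Reg1, which belong to other families. A candidate explanation is RNA from pancreatic acinar cells in each of the 3 PD libraries; expression of these genes by ECs after PD fluid would give the same counts, so the data do not separate them. Taking the acinar genes out lowered the NES of carbohydrate metabolism from 1.77 to 1.43, with an adjusted p of 0.0205 in preranked gene set enrichment (between 2.67e-06 and 0.0205 over its alternatives), so acinar RNA may account for part of that enrichment and not for all of it.

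The mean log2 levels of marker lists of other cells of the peritoneum were higher in all 3 PD mice than in all 3 saline mice, where chance gives 5%, or 10% in either direction. The mean log2 level rose by 2.76 for fibroblast markers, 2.55 for mesothelial markers, 2.10 for lymphatic markers, 1.36 for mural markers and 0.32 for epithelial markers, against 0.96 for endothelial markers (two-sided exact permutation test, p = 0.1 for each, the smallest p possible). Relative to the endothelial markers the first 4 of these lists still rose, whereas the epithelial markers, which rose by less, fell. The epithelial list did not move as a whole: its share of counts fell from 0.00514% to 0.00430%, and the rise of its mean came from Cdh1 (1.87) and Krt20 (3.78), both low in counts, while Cdh17 (-0.86) and Lgals4 (-0.19) were lower in all 3 PD mice. RNA from mesothelial cells and fibroblasts may therefore contribute to the genes that differ between PD mice and saline mice. The rise of the lymphatic markers leaves open whether more lymphatic ECs were among the sorted cells or ECs changed their state, which these data do not separate, so a biological and a technical origin of these rises cannot be told apart.

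Leukocyte markers rose by 1.17 and macrophage markers by 1.54, both less than the mean rise of 1.80 of the chemokine, adhesion and cytokine genes of Figure 6A (two-sided exact permutation test, p = 0.1 for each list, the smallest p possible). RNA from leukocytes or from macrophages, measured by these lists, therefore does not by size alone account for the rise of those genes, although some of their transcripts may come from such cells, since both lists rose more than the endothelial markers did. Genes of the stress of cell isolation rose by 0.91, less than the endothelial markers (0.96) and the genes of Figure 6A, but more than the mean of the genes of Figure 1G (0.68), Figure 4A (0.88) and Figure 5A (0.54). Figures 4A and 5A themselves include stress genes such as Fos, Hspa8 and Hspa1a, so stress of isolation is not excluded for these lists. B cell genes fell by 1.04 in the same libraries, so the leukocyte populations did not all move in the same direction.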

How the results depend on the processing

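The tests with the endothelial marker scaling and with the acinar genes left out of the ranking were chosen only after the results were seen. The corrections for GC content and gene length were added after seeing the data but before their own results were seen, and the other alternatives were set before the data were examined. Over 17 results and 199 comparisons with the latter alternatives, 174 kept both direction and side of the threshold (or stayed within the spread), 11 newly passed the threshold, 5 moved and 9 reversed. Of the 51 comparisons with the added alternatives, 43 kept both, 1 lost the threshold, 2 newly passed it, 2 moved and 3 reversed. The 43 include the number of differentially expressed genes under the endothelial marker scaling, which was compared by size only. Its balance turned over, from 4359 higher and 3887 lower to 1131 higher and 10146 lower.

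The count of 8246 differentially expressed genes ranged from 6996 to 8018 over the fits that each left out 1 mouse, and was 8450 without the filter, 7995 with DESeq2 and 8329 with limma-voom. Requiring a change of at least 2-fold gave 2410 genes, 89.5% of them higher (2158 higher, 252 lower) against 52.9% of the 8246. Scaling to 12 endothelial marker genes gave 11277, of which 1131 (10%) were higher and 10146 lower, and moved the median log2 change of all genes from 0.017 to -0.974. Under that scaling the log2 fold change of Pfkfb3 was 0.043 (adjusted p = 0.739 from edgeR's quasi-likelihood test, between 1.25e-30 and 0.739 over its alternatives). The genes past the threshold and higher were then 3 of 13 in Figure 1G, 3 of 13 in Figure 4A, 1 of 20 in Figure 5A and 9 of 14 in Figure 6A, and more genes were lower than higher in the first 3 of these lists. Under the other alternatives these 4 lists gave at least 8, 10, 13 and 13 genes. The scaling assumes that the endothelial markers share a common shift, but their log2 fold changes ran from 0.13 for Pecam1 to 1.65 for Tie1, so it describes changes relative to their mean only.

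The NES of angiogenesis, 1.47 with an adjusted p of 0.0505 in preranked gene set enrichment, passed the threshold with 1.52 without the filter, 1.52 with DESeq2, 1.56 with limma-voom, 1.49 with the GC correction, 1.53 without the acinar genes, 2.09 with the hand-written list and 2.29 with the deposited annotation, and was between 1.44 and 1.54 with 1 mouse left out. The angiogenesis set missed the threshold at 1.21 when ranked by log2 fold change and at 1.34 with the length correction. It also missed it with any 1 PD mouse left out, and passed with any 1 saline mouse left out. Its adjusted p ran from 4.29e-15 to 0.296 over the alternatives. For amino acid metabolism (-0.99) the NES was 1.08 when ranked by log2 fold change, 1.06 with the deposited annotation and between -1.20 and 0.69 with 1 mouse left out. For nucleotide metabolism (-0.92) it was 0.63 when ranked by log2 fold change, 0.81 with the deposited annotation, -1.87 with the hand-written list and between -1.06 and 0.66 with 1 mouse left out. Proliferation (-2.64) reversed to 1.27 with the deposited annotation alone, and vascular permeability (1.39) passed the threshold with the hand-written list alone, at 1.97. Glycolysis, endocytosis, carbohydrate metabolism, leukocyte adhesion and the inflammatory response kept their side of the threshold under every alternative that was run. The rank of glycolysis, 167 of 697 sets, was 197 of 752 without the filter, 243 with the GC correction, 210 of 323 with the deposited annotation and between 153 and 214 with 1 mouse left out. The cause of these changes was not tested.

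Saline and PD mice carry the same replicate numbers, but are different animals. With the replicate number as a block, 7909 genes passed, Pfkfb3 had a log2 fold change of 1.03, and the NES of angiogenesis was 1.49 (adjusted p = 0.0416 in preranked gene set enrichment); every other result kept its direction and its side of the threshold or stayed within its spread. The deviations of same-numbered mice from their group means had a mean correlation across genes of -0.0032, so no pairing by number was detected. Ranking by log2 fold change gave no value for proliferation, the endothelial marker scaling was not used for gene sets, and alternatives for FPKM values (a pseudocount of 0.1 and quantile scaling) were not run, since the counts were used. Depth limits the genes of few counts, such as Ccl1, which was not tested, and Eno2, with 102 counts over the 6 mice.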

Differences from the paper's values

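No tests in this part were chosen only after a result was seen, apart from the scaling to endothelial markers. The corrections for GC content and gene length were added after seeing the data. The enrichment score (ES) of glycolysis was 0.41 here against the paper's value of about 0.46 in Fig. 1F, read by eye; under the alternatives set before the data were examined it ran from 0.30 to 0.52, and none of them closed the gap. For proliferation, the ES was -0.48 against the paper's value of about 0.62 in Fig. 4B, read by eye, and no such alternative closed the gap, the nearest being 0.35 with the deposited annotation. For angiogenesis, it was 0.43 against the paper's value of about 0.69 in Fig. 4B, read by eye; the hand-written list, at 0.70, came nearest but stayed outside the spread over left-out mice, and the others set before the data were examined differed more. Endocytosis had an ES of 0.40 against the paper's value of about 0.59 in Fig. 5B, read by eye, and no such alternative closed the gap, with values from 0.30 to 0.44. Vascular permeability had 0.52 against the paper's value of about 0.67 in Fig. 5B, read by eye; the hand-written list closed the gap, at 0.66, and the others set before the data were examined did not. Leukocyte adhesion had 0.65 against the paper's value of about 0.74 in Fig. 6B, read by eye; the hand-written list closed the gap, at 0.75, and the others set before the data were examined did not. The inflammatory response had 0.75 against the paper's value of about 0.67 in Fig. 6B, read by eye, and no such alternative closed the gap, with values from 0.65 to 0.81. Pfkfb3 was 2.04-fold higher in the sequencing data against the paper's PCR value of about 4.2 in Fig. 1H, read by eye, and no such alternative closed the gap, with values from 1.98 to 2.11. Under the alternatives added after seeing the data the log2 fold change was smaller, at 0.96 with the GC correction, 0.90 with the length correction and 0.043 with the endothelial marker scaling.

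The paper places glycolysis among the most enriched gene sets, whereas its NES of 1.12 ranked 167 of 697 Reactome sets here, and 210 of 323 KEGG pathways with the deposited annotation. It describes a similar trend for nucleotide and amino acid metabolism, for which the NES was -0.92 and -0.99; the deposited annotation gave positive values of 0.81 and 1.06, neither past the threshold. It shows the proliferation set as raised in PD mice, whereas Cell Cycle, Mitotic had an NES of -2.64 and the deposited annotation gave 1.27, not past the threshold. In libraries of mixed cell types, neither score measures the proliferation of ECs alone. The paper counts endocytosis and vascular permeability among the most enriched sets. Their NES here was 1.31 and 1.39, neither past the threshold. The hand-written permeability list passed it, at 1.97. Figure 1G shows Aldoa among the raised genes, and its log2 fold change here was -0.01 for the identifier that holds nearly all its counts. No setting that was run called Aldoa higher, and the GC correction called it lower, with a log2 fold change of -0.32. Figure 4A shows Hras and Adam17 among the raised genes, with log2 fold changes here of 0.22 (adjusted p = 0.0741 from edgeR's quasi-likelihood test) and 0.15 (adjusted p = 0.0522 from edgeR's quasi-likelihood test). Adam17 was called with limma-voom and with the GC correction, the latter chosen after seeing the data, and Hras with neither. Both passed when the adjustment covered the genes of the figure alone. Figure 5A shows Stam and Stam2, with log2 fold changes here of 0.25 (adjusted p = 0.0608 from edgeR's quasi-likelihood test) and 0.14 (adjusted p = 0.114 from edgeR's quasi-likelihood test), both called with the GC correction. Stam also passed when the adjustment covered the genes of the figure alone. Figure 6A shows Ccl1, whose counts were too low to be tested with the filter and which was not called without it (log2 fold change 0.85, adjusted p = 0.401 from edgeR's quasi-likelihood test). With the scaling to endothelial markers, Hras, Adam17, Stam, Stam2 and Aldoa were lower in PD mice. The paper finds Pfkfb3 changed more by PCR than the other enzymes of Figure 1H. In the sequencing data, Eno2 (1.87), with 102 counts over the 6 mice, was the only gene of that panel with a larger log2 fold change than Pfkfb3 (1.03). By PCR the paper also reports higher levels of nucleotide synthesis enzymes, and here the log2 fold change was 0.41 for Uck2, 0.05 for Pnp and -0.11 for Aprt.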

Other observations

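In this part, the tests of depth, the genes with most counts, endothelial marker scaling and immunoglobulin variable genes were chosen only after the results were seen. The corrections for GC content and gene length were added after seeing the data but before their own results were seen. The test of other splits of the mice was not chosen after the results were seen.

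The gene with most counts was Cd74, at 35920 ± 671 CPM (SD, n = 3) in saline mice and 19890 ± 1843 CPM (SD, n = 3) in PD mice, and the highest genes also included H2-Ab1, Ighm and Igkc. The 12 B cell genes Ms4a1, Cd79b, Pax5, Blk, Cd22, Ighd, Fcer2a, Cr2, Bank1, Spib, Cd37 and Fcrla, a list written after the values of other markers and before those of these genes were seen, fell by 1.04 in mean log2 level (two-sided exact permutation test, p = 0.1, the smallest p possible), from 0.845% to 0.372% of all counts, while the 12 endothelial markers held 0.113% in saline mice and 0.183% in PD mice. A lower share of B cell RNA from fewer B cells would by itself raise the transcripts of all other cell types alike, which was not seen. The erythroid markers fell by 0.23, the T cell gene Cd3e changed by 0.06, Ighm rose from 6191 to 7110 CPM, and the endothelial markers rose unevenly, from 0.13 for Pecam1 to 1.65 for Tie1. Since RNA of other cell types changed as well, and TMM scaling removes a shift shared by most genes, these values do not exclude a part played by fewer B cells. With scaling to the endothelial markers, Pfkfb3 changed by 0.043, and the genes past the threshold and higher were 3 in Figure 1G, 3 in Figure 4A, 1 in Figure 5A and 9 in Figure 6A, against 12, 11, 18 and 14 with TMM. This scaling lowers all genes by nearly the same amount, so a gene that rose by less than the mean of the endothelial markers loses its call by construction, and the counts do not test the share of B cell RNA. They show only which genes rose more than the mean of those markers, in Figure 6A Ccl2, Ccl8, Cxcl1, Cxcl2, Cxcl10, Cx3cl1, Sele, Tnf and Il1b.

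The number of differentially expressed genes was 8228 after a correction for GC content (3931 higher, 4297 lower) and 8569 after one for gene length (4044 higher, 4525 lower), so neither bias by itself accounts for that number. The corrections did change which genes were called, since 7106 and 7729 of them, respectively, were among the 8246 called without a correction, and the genes of Figure 1G called higher were 8 and 9 in place of 12. No difference in total counts between the groups was detected (two-sided exact permutation test, p = 0.8), and the 10 genes with most counts held at most 9.86% of a library. The 6 mice can be divided into groups of 3 in 10 ways, so no share under 10% is possible and none of these results can be told apart from a chance division on this count alone. As many differentially expressed genes were found in 1 of the 10 splits, the real one; the other splits gave 0, with between 27 and 231 genes at an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Each of the other splits puts 2 mice of a treatment with 1 of the other, so the treatment effect widens the spread within their groups and few calls are possible by design, while part of the treatment contrast stays in their rankings. They are therefore no measure of what would be seen without a treatment effect. For each of the 4 heatmap lists, 1 of the 10 splits gave as many genes, the others giving 0 at an adjusted and 0 at an unadjusted p under 0.05. An NES as far from 0 was found in 1 of the 10 splits for carbohydrate metabolism, 2 for the inflammatory response, 3 for vascular permeability, 4 for proliferation, 5 each for glycolysis, angiogenesis and leukocyte adhesion, and 7 each for nucleotide metabolism, amino acid metabolism and endocytosis, and glycolysis ranked as high or as low in 4. Only 4 of the splits part every same-numbered saline and PD mouse, and among them as large a result was found in 1 for the gene counts, carbohydrate metabolism, the inflammatory response and proliferation, 2 for vascular permeability, angiogenesis, both other metabolic sets and the rank, and 3 for glycolysis, endocytosis and leukocyte adhesion.

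Mice of a group differed little. The chi-square per degree of freedom between libraries was 6.46 to 17.8 within groups and 183 to 226 between groups. Immunoglobulin variable genes, which differ between animals with their B cell clones, had a spread within groups at percentile 31.9 in saline mice and 19.3 in PD mice among 10000 lists of other genes matched on mean expression. Between the groups their median absolute log2 change was 0.62 against 0.37 in matched lists, with 63 genes higher and 71 lower, and log2 changes from -2.61 to 2.47. The 27 acinar genes with over 1000 counts in a library, absent or nearly so in saline mice, were also compared among the PD mice. Their median CV was 6.98%, and the highest was 44.6%. Libraries of a group sharing source material, such as cells pooled before the libraries were made, are a candidate explanation for this uniformity, with the percentile of 31.9 as the test; mice housed and treated alike could give the same values, and reads shared between variable genes would hide differences between animals. The methods describe 3 separate mice per group, and nothing else was tested.

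The largest falls among genes past the threshold with non-overlapping groups and a mean of at least 10 counts were those of Ighv1-63 (-3.47), Vmn2r57 (-3.00), Igkv6-29 (-2.82), Ighe (-2.73) and Ighv1-36 (-2.63), in log2 fold change. Cdh5, which encodes VE-cadherin, had a log2 fold change of 0.82 (standard error 0.11, adjusted p = 0.000109 from edgeR's quasi-likelihood test), higher in all 3 PD mice than in all 3 saline mice. That of Kdr was 0.98 (standard error 0.06, adjusted p = 1.86e-07 from edgeR's quasi-likelihood test), with the same separation. Pecam1 changed by 0.13 (adjusted p = 0.0704 from edgeR's quasi-likelihood test), Vegfa by 0.67 (adjusted p = 0.0600 from edgeR's quasi-likelihood test) and Cdk4 by -0.11 (adjusted p = 0.183 from edgeR's quasi-likelihood test). Ptprc, which encodes CD45, fell by 0.69 (adjusted p = 7.12e-06 from edgeR's quasi-likelihood test) and remained above Pecam1 in both groups. Adipocyte markers did not separate the groups (two-sided exact permutation test, p = 0.8), and erythroid markers fell by 0.23 (two-sided exact permutation test, p = 0.1, the smallest p possible).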
